# Integrated application of multi-omics provides insights into cold stress responses in pufferfish *Takifugu fasciatus*

**DOI:** 10.1186/s12864-019-5915-7

**Published:** 2019-07-08

**Authors:** Xin Wen, Yadong Hu, Xinyu Zhang, Xiaozhen Wei, Tao Wang, Shaowu Yin

**Keywords:** Environmental stress, Multi-omics, Low temperature, mRNA-protein-metabolite, *Takifugu fasciatus*

## Abstract

**Background:**

*T. fasciatus* (*Takifugu fasciatus*) faces the same problem as most warm water fish: the water temperature falls far below the optimal growth temperature in winter, causing a massive death of *T. fasciatus* and large economic losses. Understanding of the cold-tolerance mechanisms of this species is still limited. Integrated application of multi-omics research can provide a wealth of information to help us improve our understanding of low-temperature tolerance in fish.

**Results:**

To gain a comprehensive and unbiased molecular understanding of cold-tolerance in *T. fasciatus*, we characterized mRNA-seq and metabolomics of *T. fasciatus* livers using Illumina HiSeq 2500 and UHPLC-Q-TOF MS. We identified 2544 up-regulated and 2622 down-regulated genes in the liver of *T. fasciatus*. A total of 40 differential metabolites were identified, including 9 down-regulated and 31 up-regulated metabolites. In combination with previous studies on proteomics, we have established an mRNA-protein-metabolite interaction network. There are 17 DEMs (differentially-expressed metabolites) and 14 DEGs-DEPs (differentially co-expressed genes and proteins) in the interaction network that are mainly involved in fatty acids metabolism, membrane transport, signal transduction, and DNA damage and defense. We then validated a number of genes in the interaction network by qRT-PCR. Additionally, a number of SNPs (single nucleotide polymorphisms) were revealed through the transcriptome data. These results provide key information for further understanding of the molecular mechanisms of *T. fasciatus* under cold stress.

**Conclusion:**

The data generated by integrated application of multi-omics can facilitate our understanding of the molecular mechanisms of fish response to low temperature stress. We have not only identified potential genes and SNPs involved in cold tolerance, but also show that some nutrient metabolites may be added to the diet to help the overwintering of *T. fasciatus*.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5915-7) contains supplementary material, which is available to authorized users.

## Background

Temperature has profound effects on the physiology and behavior of ectotherms, especially teleosts [1]. Within the appropriate temperature range, fish have the capacity to cope with natural temperature changes, such as daily and seasonal changes [2]. However, low temperature can cause irreversible damage [3], especially in farmed species that are unable to escape unfavorable environmental conditions. Low temperature causes alterations in the cellular biological functions, structures, and metabolism, as well as folding, assembly, activity, and stability of proteins [4, 5]. However, we have only poor knowledge about the mechanisms underlying these organisms’ responses to low temperature. Investigating how and to what extent organisms adapt to low temperature at various molecular and physiological levels could provide a better understanding of the molecular mechanisms underlying environmental adaptation.

It has been shown that fish can gradually establish cold adaptive phenotypes through extensive biochemical, metabolic and physiological regulations [6]. Well-defined biochemical and physiological acclimations include producing temperature-specific isozymes [7], altering the content of membrane lipid and the degree of fatty acid unsaturation [8], recruiting different muscle fiber types [9], synthesizing molecular chaperones [10], and altering mitochondrial densities and their properties [11]. However, this amount of information is very limited for a comprehensive understanding of the changes in the organisms. Recently, a rise of omics applications has made it convenient to acquire bioinformation in many studies, especially the screening of key pathways or major genes for the regulation of economically-important traits. Transcriptomics has already been employed to assess responses to cold environment [12, 13]. A comparison of the zebrafish and tilapia transcriptomes revealed that the FoxO signal regulates the low-temperature limit [14]. The comparative studies of transcriptomes and microRNAomes showed that notothenioid lineages were adapted to cold by evolutionary modulation of the multi-functional TGF-β signaling pathway [15]. Metabolomics has also been applied to study the metabolic differences of gilthead sea bream under low-temperature stress, and that study found that the most perturbed metabolic pathways are related to methionine cycle in liver at low water temperature (11 °C) [16]. In the past decade several studies have elaborated on the mechanisms involved in the responses of fish to low temperature. However, the molecular mechanisms of teleost’s response to low-temperature stress have not yet been analyzed using multi-omics.

The biological phenomena are complex and variable, and the regulation of gene expression is complicated. When conducting a single-omics study, the conclusions are often not comprehensive. Therefore, there is a bottleneck in the study of single omics. Multi-omics combines two or more -omics research methods, such as genomics, transcriptomics, proteomics, and/or metabolomics. In teleosts, the combination of transcriptomics and proteomics has revealed some important biological phenomena. For example, it has highlighted the molecular mechanism of dopamine in reproduction of goldfish [17]; revealed that tilapia gut and liver may collaborate immunologically [18]; revealed that dietary vegetable oil can cause indelible injuries to intestines of Atlantic salmon (*Salmo salar*) [19]; and explored the differential genes and proteins in the red skeletal muscle of rainbow trout (*Oncorhynchus mykiss*) and the gilthead seabream (*Sparus aurata*) during sustained swimming [20]. In addition, the combination of proteomics and metabolomics can be used to discriminate fish liver tumors in wild flatfish [21]. Transcriptomics and metabolomics have also been used to identify health impacts of exposure to copper in fish [22]. Unfortunately, the use of multi-omics to study the response mechanisms of fish under low-temperature stress is still close to negligible, which greatly hinders our comprehensive understanding of this biological phenomenon.

As an anadromous and widely distributed species in the South China Sea, the East China Sea, and inland waters in China and Korean Peninsula [23], *Takifugu fasciatus* (*T. fasciatus*) (pufferfish) is an important farmed fish of high commercial value [24]. The consumption of *T. fasciatus* has a long history in the middle and lower reaches of the Yangtze River in China [25]. Furthermore, the pufferfish is also popular in Korea [26] and Japan [27]: pufferfish sashimi is widely known. As a kind of warm-water fish [28], *T. fasciatus* has an optimum growing temperature between 23 °C and 32 °C [29]. However, in farms as well as rivers, the water temperature in winter is far below that optimal growth temperature, which causes massive deaths of *T. fasciatus* and leads to large economic losses. Therefore, it is necessary to understand the mechanisms of low-temperature tolerance in *T. fasciatus*.

In the present study, transcriptomics and metabolomics were used to conduct comparative quantitative omics analysis of *T. fasciatus* liver after exposure to low-temperature water, and the results were combined with our previous proteomics research to further broaden our perspective on the mechanisms of *T. fasciatus* responding to low-temperature stress. The results not only provided new and important information about the cold response of *T. fasciatus*, but also illustrated more completely the relationship between warm-water fish and low-temperature environments.

## Results

### Transcriptome analysis of *T. fasciatus* liver under cold stress

In order to identify mRNA expression profiles in *T. fasciatus* liver under cold stress six cDNA libraries representing the CG (control groups: G1, G2, G3) and EG (experimental group: Ga, Gb, Gc) were constructed with total RNA and subjected to Illumina deep sequencing. 

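Each of the 6 libraries held liver RNA pooled from 6 fish. The CG pools came from fish kept at 26 °C and the EG pools from fish held at 12 °C for 24 h. The deposited table gives, for each gene and library, a raw read count and an FPKM value (fragments scaled by coding length and library total), together with the authors' own fold changes and p-values. The counts summed to 37017936, 39203099 and 31150888 in G1, G2 and G3 and to 45548824, 32391863 and 39030051 in Ga, Gb and Gc. These sums, not the larger numbers of raw reads in Table S1, are the depth behind the values below. Genes are named after the gene of their best Swiss-Prot match in the deposited table, which usually belongs to another species, and paralogs of 1 name may share reads.

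Counts were scaled by the trimmed mean of M-values (TMM), and 14357 of 20990 genes passed edgeR's filter on low counts. EG was compared with CG by edgeR's quasi-likelihood test with Benjamini-Hochberg adjusted p-values, and DEGs were called at an adjusted p under 0.05 and a fold change over 2, the thresholds of the paper's methods. Levels are given as CPM, counts scaled to libraries of 1 size with the TMM factors, with the SD over the 3 pools of a group, which is a spread between pools and not between single fish. For 31 gene lists, written from textbook knowledge before the data were examined, but with the paper's pathway names and the first part of its Table S3 known, members were counted as rising or falling at an adjusted p under 0.05, and camera compared each list with all other genes at a preset correlation of 0.01. None of the 12 lists called by camera was called when the correlation was estimated for each list. With 3 libraries per group an exact permutation test cannot give a two-sided p under 0.1.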

In total, 58,246,984, 62,328,458, and 49,318,414 raw reads were obtained from the CG libraries G1, G2, and G3, respectively, and 71,189,264, 51,105,490, and 61,379,788 raw reads were obtained from the libraries Ga, Gb, and Gc, respectively. After quality filtering, approximately 96.46, 97.07, and 96.56% clean reads from CG and 97.01, 96.13, 97.15% clean reads from EG libraries qualified for assembling (Additional file 1: Table S1). These clean reads were mapped to the genome of *T. fasciatus*; approximately 89.94% (G1), 89.54% (G2), and 89.42% (G3) clean reads from CG and 90.03% (Ga), 90.34% (Gb), 89.91% (Gc) clean reads from EG libraries were located (Additional file 2: Table S2). In all, we identified 20,991 genes, of which 19,924 were able to be matched and annotated by the genome (Additional file 3: Table S3). 

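Of the 20990 genes read from the table, 19923 carry identifiers of the genome's annotation and the other 1067 carry identifiers from outside it. A Swiss-Prot gene name was given for 17063 genes and at least 1 GO term for 15676. No read was counted in any library for 2546 genes. The number of genes with at least 1 count was 16617 to 16768 in the CG libraries and 16175 to 16416 in the EG libraries. The transcript with the largest share of reads matched tf, which encodes the iron carrier transferrin: it took 16.1% ± 2.59 (SD, n = 3) of the counts in CG and 13.4% ± 0.37 (SD, n = 3) in EG. Transcripts of apoa1, the main protein of high-density lipoprotein, took 5.9% in CG and 7.17% in EG.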

Subsequently, 2544 up-regulated and 2622 down-regulated genes (differentially expressed genes, DEGs) were identified in *T. fasciatus* liver, which showed significantly different expression between CG and EG (Additional file 4: Figure S1).

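In EG livers, 1961 genes were higher and 2208 were lower than in CG livers among the 14357 tested, and 585 of the first and 735 of the second changed more than 4-fold. Among DEGs with a Swiss-Prot gene name, a mean of at least 10 CPM and groups that lay apart, the largest increase was in LAYN, which matches the hyaluronan receptor layilin: 0.317 CPM in CG and 149 ± 149 (SD, n = 3) in EG, with 321 in Ga and 65.3 and 61.6 in Gb and Gc (log2 fold change 8.83, standard error 1.06, adjusted p = 0.000511 from edgeR's quasi-likelihood test). V-FPS, a match to a tyrosine kinase, had a log2 fold change of 6.81 (adjusted p = 2.86e-05 from the same test). Cd274, the ligand of the checkpoint receptor PD-1, rose by 6.21 on the log2 scale, with 77.8 CPM in Ga and 21.8 and 12.3 in Gb and Gc, IL1R2, the decoy receptor of interleukin-1, rose by 5.00, and CD83, a surface protein of activated antigen-presenting cells, by 4.35. PFKFB3, which sets the level of an activator of glycolysis, rose by 4.89, PGM1, a phosphoglucomutase, by 4.79, and HIGD1A, a mitochondrial protein induced by low oxygen, by 4.74. TRIM59 and ZBTB37 completed the 10 largest increases under that rule, with log2 fold changes of 4.71 and 4.49.

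By the same rule, the largest decrease was in Srcin1, a regulator of SRC kinase, from 22.2 to 0.512 CPM (log2 fold change -5.41, standard error 0.351, adjusted p = 6.13e-05 from edgeR's quasi-likelihood test). CEBPA, a transcription factor of hepatocytes, had a log2 fold change of -3.74, and Diablo, a mitochondrial protein that promotes apoptosis, of -4.53. ypel3, plcd4, slc25a48, PDE2A and RNF24 had log2 fold changes from -5.19 to -3.59. All EG libraries lay on 1 side of all CG libraries in 57.8% of all tested genes, where chance gives 10%. Genes measured in the same pools are not independent, however. The same held for 4108 of the 4169 DEGs, which were selected for a difference between these libraries.

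**Figure D1:**
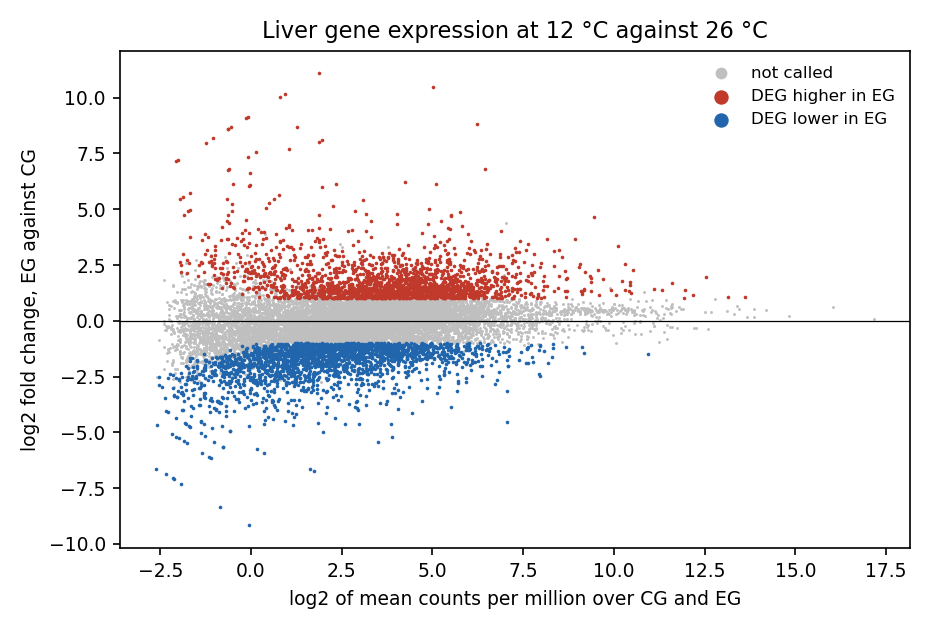
Each point is 1 of the 14357 tested genes: the horizontal axis gives the log2 of its mean CPM over CG and EG, and the vertical axis the log2 fold change of EG against CG. Red points are the 1961 DEGs higher in EG, blue points the 2208 DEGs lower in EG, and grey points the genes not called.

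Transcripts that mark other cells of the liver were among the genes that fell: 8 of 15 tested erythrocyte markers, 8 of 30 leukocyte markers and 12 of 44 endothelial and stellate cell markers, where 3113 of all 14357 tested genes fell at the same threshold, and 2 of the erythrocyte markers rose. The split between the directions depends on the scaling. With library totals in place of TMM, 1225 genes were higher and 3380 lower (26.6% higher, against 47% with TMM), with upper quartile factors 1483 and 2823 (34.4%), and the median log2 fold change of all tested genes was -0.37 and -0.22, against -0.03 with TMM. From FPKM values, limma gave 29% and 25.1% of its DEGs as higher with 1 and 0.1 added before the logarithm. All changes in the text are on the TMM scale, relative to that median.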

A total of 273 GO clusters that changed significantly (*p*-value < 0.05) after low temperature stress were identified (Additional file 5: Table S4). 

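GO terms of ribosome assembly and RNA handling were over-represented among the genes that rose. Of 72 tested genes of the term ribosome biogenesis, 24 were DEGs higher in EG and 9 were DEGs lower (Benjamini-Hochberg adjusted p = 0.00174 for the higher DEGs, one-sided hypergeometric test). Of 50 genes of the preribosome, 16 were higher (adjusted p = 0.0408 from the same test), and of 18 genes that bind Ran, the GTPase of nuclear transport, 10 were higher (adjusted p = 0.00361). Among the 1961 DEGs that rose, 44 of 2805 tested terms passed at an adjusted p under 0.05 and 186 at an unadjusted p under 0.05. Among the DEGs that fell, the hypergeometric test gave 0 terms at an adjusted p under 0.05 and 94 unadjusted, and 0 terms with DEGs from DESeq2.

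With higher and lower DEGs together, 107 terms had an unadjusted p under 0.05 (47 of biological process, 20 of cellular component and 40 of molecular function). None of these passed the adjustment, also with DEGs from DESeq2, whereas 5 passed in a logistic regression that included coding length and mean expression. The background was the 11418 tested genes with a GO term, of which 3313 (29%) were DEGs. Against all genes of the table with a GO term, 194 terms had an unadjusted p under 0.05 and 45 passed the adjustment, and with DEGs at any fold change 163 and 3.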

The gene ontology (GO) analysis of DEGs produced three major functional categories: biological process, cellular component, and molecular function. 

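Genes whose products bind nucleic acids rose more often than other genes in EG livers. Of 2069 tested genes of the term nucleic acid binding, 353 were DEGs higher in EG and 290 were DEGs lower (adjusted p = 4.64e-05 for the higher DEGs, hypergeometric test with Benjamini-Hochberg adjustment over all terms). The broad terms of the category held many more genes: binding covered 7640 tested genes, with 1097 DEGs higher and 1185 lower, and ion binding 3736 genes, with 538 higher and 595 lower. For all DEGs together the unadjusted p was 0.00223 for binding and 0.0167 for ion binding, and neither passed the adjustment. Among DEGs higher in EG alone, the same test gave an adjusted p of 0.00974 for binding and 0.581 for ion binding. That of binding did not pass without G3 or without Gc (adjusted p = 0.0688 and 0.0871).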

Among the molecular function category, “binding” was most commonly represented, followed by “ion binding”. 

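Genes assigned to the inside of the cell were not over-represented among the DEGs. The term intracellular held 2936 tested genes, with 409 DEGs higher and 403 lower in EG, and intracellular part held 2798, with 388 higher and 390 lower. For all DEGs together the hypergeometric p was 0.972 for the first and 0.951 for the second. Without a fold threshold both were over-represented among the genes that rose (adjusted p = 2.59e-05 and 0.000303). Among smaller cellular components, the small-subunit processome, which assembles the small ribosomal subunit, had 14 higher and 7 lower DEGs of 43 genes (unadjusted p = 0.00468), and the COPII coat of vesicles leaving the endoplasmic reticulum had 6 higher and 10 lower of 31 (unadjusted p = 0.00667).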

Gene involved in the “intracellular” and “intracellular part” were notably represented in the cellular components. 

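Genes that respond to DNA damage moved in both directions in EG livers. GADD45B, a stress sensor that halts the cell cycle, rose from 0.632 to 17.4 CPM (log2 fold change 4.78, standard error 0.357, adjusted p = 9e-05 from edgeR's quasi-likelihood test) and is also in the list of genes that respond to handling of tissue, and Ogg1, which removes oxidized guanine from DNA, had a log2 fold change of -1.29 (adjusted p = 0.00178). Of 88 tested genes in the list of DNA damage response and repair, 26 rose, 14 fell and 48 did not pass the test (26 and 14 adjusted over the list alone). The list's median log2 fold change was 0.19, and camera did not call it (adjusted p = 0.289). That median lay 0.076 above the middle 95% of random lists matched in expression and coding length (-0.398 to 0.115). Resampling the genes of the list gave the median an SD of 0.138. Without G1, without G2 or without G3, 8 of the list's genes fell in place of 14. With library totals 19 rose and 21 fell, and the median was -0.15.

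Of 231 genes of the GO term cellular response to DNA damage stimulus, 44 were DEGs higher and 45 were DEGs lower (unadjusted p = 0.00106, hypergeometric test, adjusted p = 0.331). The term macromolecule catabolic process had 32 higher and 14 lower of 161 (unadjusted p = 0.58 for all DEGs together and 0.0152 for those that rose), and without a fold threshold it was over-represented among the genes that rose (adjusted p = 0.000303).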

In the category of biological process, a significant proportion of clusters were assigned to “cellular response to DNA damage stimulus” and “macromolecule catabolic process” (Additional file 6: Figure S2). 

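Genes of the proteasome and of the spliceosome rose together in EG livers. Of 41 tested proteasome genes, 33 rose, 1 fell and 7 did not pass the test (33 and 1 adjusted over the list alone), with a median log2 fold change of 1.09 (adjusted p = 3.5e-10 from camera, adjusted p = 0.564 with an estimated correlation). PSME3, an activator of the proteasome in the nucleus, rose by 2.96 on the log2 scale and Psmc2, an ATPase of its regulatory particle, by 1.59. The gene that fell was psmb9, a subunit of the immunoproteasome, with a log2 fold change of -0.80 (adjusted p = 0.0248 from edgeR's quasi-likelihood test), and it did not pass without G1, G3, Ga or Gb (adjusted p = 0.0643, 0.0944, 0.054 and 0.0566).

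Of 103 tested spliceosome genes, 68 rose, 14 fell and 21 did not pass the test (72 and 14 adjusted over the list alone), with a median of 0.87 (adjusted p = 7.59e-09 from camera, adjusted p = 0.597 with an estimated correlation). magoh, a core protein of the exon junction complex, rose from 6.36 to 63.0 CPM, and Snrpa1, a protein of the U2 particle, rose by 2.11 on the log2 scale. RBM25 and srsf1b, which regulate the choice of splice sites, had log2 fold changes of -1.24 and -1.17.

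In the list of interferon and innate sensing genes, 21 of 58 rose, 6 fell and 31 did not pass the test (21 and 6 adjusted over the list alone), and camera gave an adjusted p of 0.144. Polr3e, a subunit of the RNA polymerase that senses DNA in the cytosol, rose by 2.26 and TBK1, a kinase that activates interferon genes, by 1.80, whereas TLR5, the receptor of flagellin, had a log2 fold change of -1.28. Camera called this list without Gb (adjusted p = 0.0264) and with library totals (adjusted p = 0.0329, with 17 genes rising and 10 falling), and without G3 2 of its genes fell.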

By performing KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analyses, a total of 12 pathways (Additional file 7: Table S5) that changed significantly (*p* -value < 0.05) after the low-temperature treatment were identified. Among these pathways, ribosome biogenesis in eukaryotes, glyoxylate and dicarboxylate metabolism, RNA transport, PPAR signaling pathway, and fatty acid biosynthesis, among others, were significantly enriched.

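Genes that build ribosomes and move RNA out of the nucleus rose in EG livers, whereas genes of lipid and glyoxylate metabolism moved both ways. Of 95 tested genes of ribosome biogenesis, 83 rose, 2 fell and 10 did not pass the test (83 and 2 adjusted over the list alone), with a median log2 fold change of 1.59 (adjusted p = 2.1e-23 from camera, adjusted p = 0.564 with an estimated correlation). FTSJ3, a methyltransferase of ribosomal RNA, rose from 8.07 to 73.1 CPM (log2 fold change 3.18, adjusted p = 6.13e-05 from edgeR's quasi-likelihood test) and DDX18, a nucleolar helicase, by 2.34 on the log2 scale. The 2 that fell were XPO1, the main nuclear export receptor (log2 fold change -0.66, not past the test without G1, adjusted p = 0.0615), and 1 of the genes matched to npm1, a nucleolar histone chaperone (-1.19, at 3.61 CPM in CG); the other npm1 match, fugu_GLEAN_10007013, rose by 2.32, from 21.0 to 105 CPM. Of 112 genes of RNA transport, 75 rose, 10 fell and 27 did not pass the test (80 and 11 adjusted over the list alone), with a median of 0.75 (adjusted p = 1.39e-10 from camera, adjusted p = 0.564 with an estimated correlation). NUP160, a scaffold protein of the nuclear pore, rose by 2.44, whereas UPF1, the helicase of nonsense-mediated decay, and PNN, a splicing factor, had log2 fold changes of -0.83 and -0.70.

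In fatty acid biosynthesis, 12 of 40 genes rose, 11 fell and 17 did not pass the test (13 and 12 adjusted over the list alone, adjusted p = 0.878 from camera), and with library totals 8 rose and 16 fell. FASN, the synthase of long-chain fatty acids, rose by 1.78, its regulator SREBF1 by 1.54, Acly, which supplies acetyl-CoA, by 1.32, and ACSL3, which activates fatty acids, by 2.29. Falling were OXSM, of mitochondrial fatty acid synthesis (-2.67), and hacd3, of chain elongation (-1.88). Between 6 and 7 genes of this list fell when G1, G2, G3 or Ga was left out. In PPAR signalling and fatty acid oxidation, 22 of 81 genes rose, 14 fell and 45 did not pass the test (22 and 14 adjusted over the list alone). The median of this list was -0.01 and its mean 0.12, and camera gave an adjusted p of 0.543 in the direction of the mean. FABP7, a fatty acid binding protein, rose by 4.04 and PCK2, of gluconeogenesis, by 1.68, and Bdh1, of ketone body metabolism, and ehhadh, of peroxisomal oxidation, had log2 fold changes of -2.43 and -2.67. The receptors PPARA and ppara had log2 fold changes of 0.39 and 0.31 and did not pass the test (adjusted p = 0.184 and 0.246), and that of ppara turned to -0.02 with library totals. With library totals, 13 genes of the PPAR list rose and 19 fell.

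In glyoxylate and dicarboxylate metabolism, 12 of 38 genes rose, 13 fell and 13 did not pass the test (12 and 13 adjusted over the list alone, adjusted p = 0.875 from camera). GLUL, glutamine synthetase, rose by 1.99 and Pcca, of propionate breakdown, by 1.38, whereas HAO1, glycolate oxidase, and AMT, of glycine cleavage, had log2 fold changes of -1.83 and -1.51. With library totals, 7 rose and 17 fell.

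**Figure D2:**
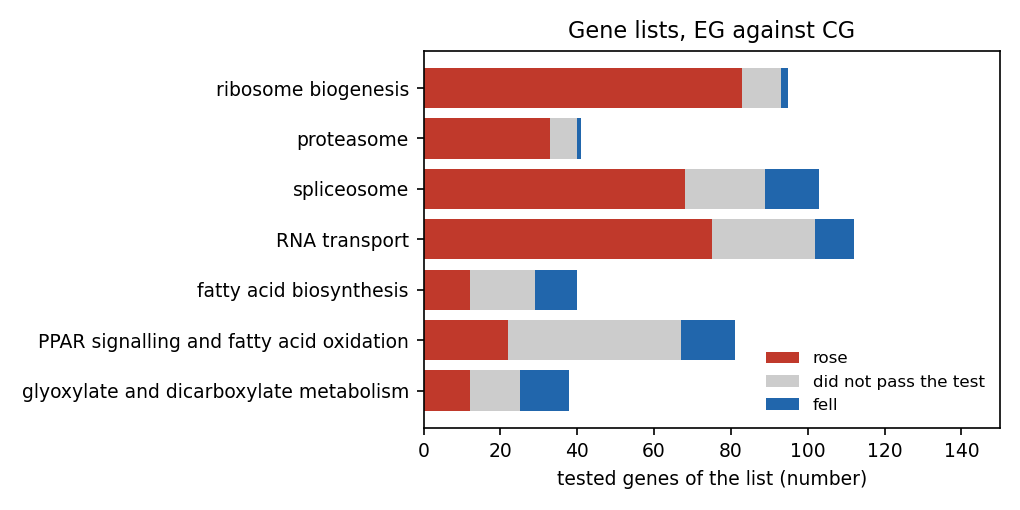
Bars give the number of tested genes of 7 lists that rose (red), did not pass the test (grey) or fell (blue) in EG against CG at an adjusted p under 0.05 on the TMM scale. Of the 95 genes of ribosome biogenesis 83 rose, whereas with library totals 74 rose, and in the fatty acid biosynthesis and PPAR lists those that fell then outnumbered those that rose.

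Among the genes that Table S5 names in full for 3 of its pathways, 6 were DEGs higher and 7 lower of 17 in glyoxylate and dicarboxylate metabolism, 10 higher and 2 lower of 18 in cytosolic DNA sensing, and 6 higher and 3 lower of 10 in fatty acid biosynthesis. The study chose those genes, and found these pathways, in the same libraries, so their directions are not independent evidence.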

### Metabolome analysis of *T. fasciatus* liver under cold stress

To understand the metabolome changes associated with *T. fasciatus* under cold stress, an untargeted metabolomics analysis was performed in livers using a UHPLC-Q-TOF MS platform. A total of 9464 metabolic ion peaks were extracted, including 4085 positive ion peaks and 5379 negative ion peaks. In the positive ion mode, a total of 40 differential metabolites were identified (Table 1), including 9 down-regulated and 31 up-regulated metabolites. The PCA (Principal Component Analysis) model obtained by 7-fold cross-validation showed that the QC (Fig. 1a, b) samples in the positive and negative ion modes were closely clustered, indicating that the experiment was reproducible. The OPLS-DA (orthogonal partial least-squares-discriminant analysis) model of the example set was established (Fig. 1c, d); the model evaluation parameters (Positive ion mode: R2Y = 0.82 cum, Q2 = 0.566 cum; Negative ion mode: R2Y = 0.997 cum, Q2 = 0.812 cum) obtained by 7-fold cross-validation indicated that the model is stable and reliable. The permutation test established 200 OPLS-DA models by randomly changing the order of the categorical variables Y to obtain the R2 and Q2 values of the stochastic model (Fig. 1e, f). All Q2 points from left to right are lower than the original blue Q2 points on the right side, indicating that the model is robust and reliable without overfitting. In summary, the instrument analysis system and the test data of this experiment were stable and reliable.

**Table 1:** Differential metabolites in positive ion mode

Name	Description	VIP	Fold Change	*P*-value
M853T235_1	1,2-dioleoyl-sn-glycero-3-phosphatidylcholine	2.59884	1.588503	2.61E-05
M245 T288	Uridine	1.40599	0.632063	7.1E-05
M136T282_2	Adenine	9.63034	1.831853	0.001092
M383 T74	25-hydroxyvitamin D3	1.41132	2.041806	0.002168
M667 T935	Stachyose	2.21459	1.180736	0.002686
M517 T250	Taurodeoxycholic acid	1.13317	2.087169	0.002864
M258 T734	Glycerophosphocholine	2.70521	0.663651	0.003081
M336 T97	Isopentenyladenosine	1.33553	1.409782	0.004483
M801 T242	PC(16:0/16:0)	1.39795	1.387887	0.004601
M498 T345	Taurocholate	3.73214	2.041481	0.006176
M324 T809	3′-O-methylcytidine	1.99467	1.266727	0.006812
M137T299_3	Hypoxanthine	8.84071	1.155196	0.006871
M198 T556	D-mannose	1.00698	1.906164	0.007194
M220 T487	Pantothenate	1.91888	1.38217	0.007796
M827 T238	PC(20:5(5Z,8Z,11Z,14Z,17Z)/20:5(5Z,8Z,11Z,14Z,17Z))	1.66436	1.261062	0.01511
M102 T610	Betaine aldehyde	1.54531	1.255756	0.016507
M803 T242	Thioetheramide-PC	2.03214	1.243288	0.018703
M325 T763	Isomaltose	2.07078	1.698419	0.019203
M204 T554	Acetylcarnitine	8.19603	1.160316	0.020809
M152T473_2	2-hydroxyadenine	1.2236	0.837138	0.02148
M118T491_2	Betaine	2.23583	0.742234	0.021849
M311 T59	(4Z,7Z,10Z,13Z,16Z,19Z)-4,7,10,13,1 6,19-docosahexaenoic acid	1.45373	1.429623	0.022959
M284 T473	Guanosine	1.60775	0.846529	0.028553
M162T653_2	L-carnitine	8.28178	1.129482	0.035901
M348 T755	Adenosine 3′-monophosphate	2.57573	1.14958	0.036439
M496 T315	1-palmitoyl-sn-glycero-3-phosphocholine	1.91884	0.75864	0.037082
M130 T990	D-pipecolinic acid	1.05115	1.161867	0.043145
M268 T305	Adenosine	1.95144	1.189739	0.043667
M360 T721	Cellobiose	12.6562	1.459678	0.049378
M147 T990	L-lysine	1.20587	1.139057	0.059546
M325 T843	D-maltose	3.20298	1.232419	0.07064
M132 T470	L-leucine	1.03566	1.158161	0.071885
M613 T924	Glutathione disulfide	3.11101	1.156391	0.083255
M327 T79	Arachidonic acid (peroxide free)	2.44396	0.711068	0.083971
M522 T865	Maltotriose	3.08089	1.200343	0.087121
M298 T165	S-Methyl-5′-thioadenosine	2.67371	0.708227	0.087539
M829 T961	Maltopentose	1.71797	1.154751	0.090842
M123 T100	Nicotinamide	13.2201	1.283029	0.093743
M293 T783	EDTA	1.82258	0.451273	0.095864
M277 T845	gamma-L-glutamyl-L-glutamic acid	1.54325	1.202509	0.098591

**Fig. 1:**
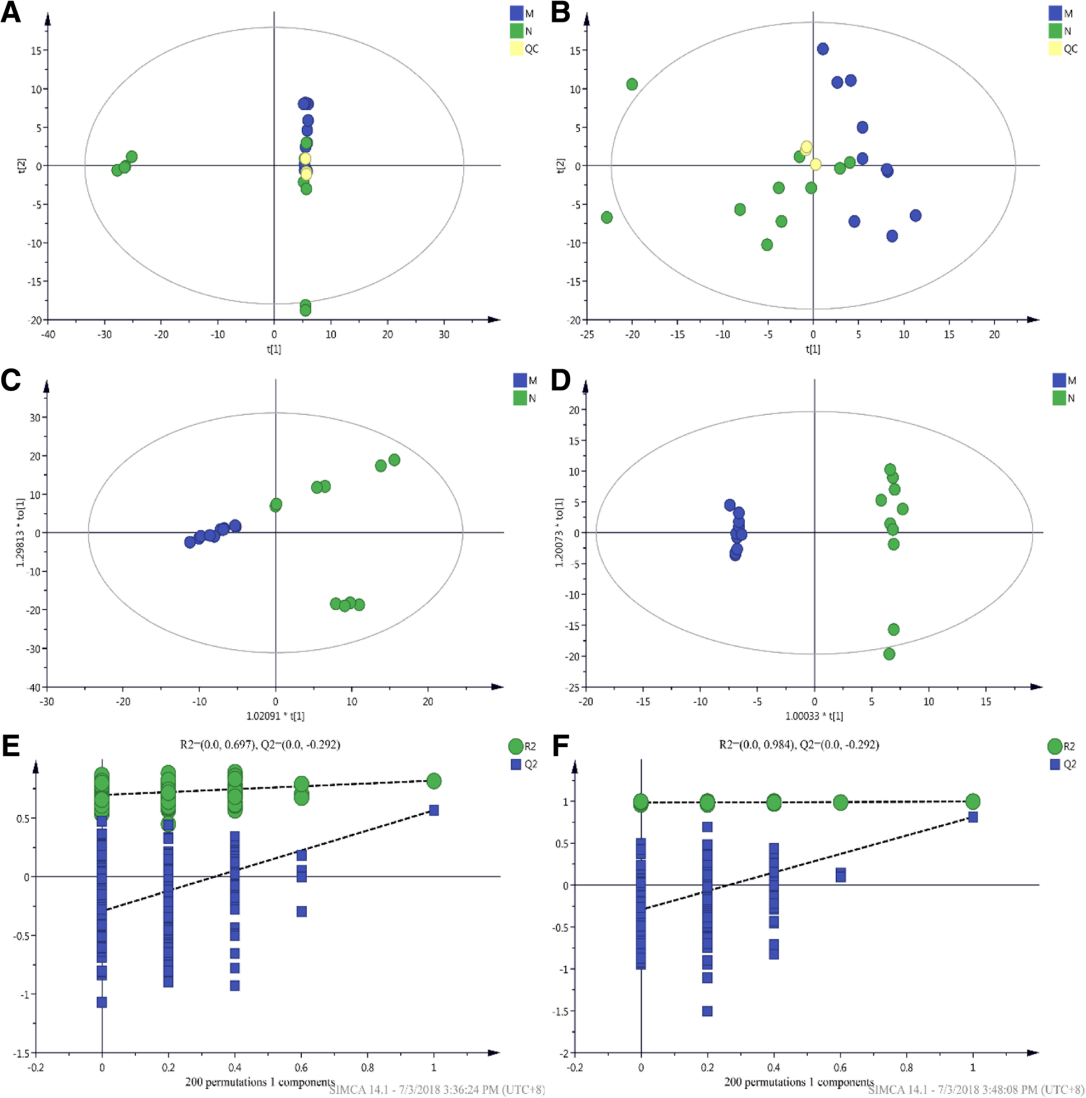
Quality analysis of metabolomics data. **a** PCA (Principal Component Analysis) score diagram of samples in positive ion mode. **b** PCA score diagram of samples in negative ion mode. **c** OPLS-DA (orthogonal partial least-squares-discriminant analysis) score diagram for positive ion mode. **d** OPLS-DA score diagram for negative ion mode. **e** OPLS-DA permutation test for positive ion mode. **f** OPLS-DA permutation test for negative ion mode

### Multi-omics identification of key genes and metabolites

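Changes of transcripts and of proteins were weakly related across genes. For 3291 genes with both a tested transcript and a protein in Table S6, the log2 fold changes of mRNA from edgeR and of protein as the paper gives them had a Pearson r of 0.11 and a Spearman rho of 0.15 (two-sided permutation p = 1e-05 for each, the smallest that 100000 permutations can give). Adjusted over all settings in which this correlation was computed, the Pearson p was 1.1e-05. Across the 125 differentially expressed proteins with a tested transcript, r was 0.24 (permutation p = 0.00687) and rho 0.21 (permutation p = 0.0222). cirbp-a, which matches the cold-inducible RNA-binding protein, rose from 209 to 966 CPM, and the paper's log2 fold change of its protein was 0.29. The correlation runs across genes, which are not independent replicates.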

In this study, the transcriptome and proteome of *T. fasciatus* liver under cold stress were integrated by investigating whether changes in the protein levels correlated with changes in the corresponding transcripts. Based on the level of mRNA and protein expression, we classified the genes and proteins involved into five different types (DEGs-DEPs-SameTrend, DEGs-DEPs-Opposite, DEGs-NDEPs, NDEGs-DEPs, NDEPs-NDEGs, Fig. 2a; Additional file 8: Table S6), and the subsequent analysis was based on this classification. A total of 36 DEPs (differentially expressed proteins) were matched with corresponding DEGs, which included 18 up-regulated DEGs-DEPs and 18 down-regulated DEGs-DEPs that were well matched with the tendency of change in abundance of DEGs. On the other hand, 19 DEPs had opposite trends to the DEGs (Additional file 8: Table S6). 

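Table S6 lists 130 of the paper's 160 DEPs with a gene, and 125 of these had a tested transcript. Of the 125, 25 had a DEG of the same direction, 9 of them higher and 16 lower in EG. All 36 genes of the sheet that the paper labels DEGs-DEPs-SameTrend had the paper's direction and an adjusted p under 0.05 from edgeR's quasi-likelihood test. Every EG library lay on 1 side of every CG library in all 55 co-expressed genes. Their fold changes were often small: 34 of the 55 changed more than 2-fold and 21 did not. Counted at an adjusted p alone, 48 DEPs had a transcript that moved in the same direction. Because the paper chose these genes on the same libraries, their directions are not independent evidence.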

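A DEG of the opposite direction was found for 10 DEPs, with the transcript higher in 8 and lower in 2. Among the 125 DEPs with a tested transcript, the 25 against 10 gives a two-sided exact binomial p of 0.0167 for equal chances of the 2 directions. At an adjusted p alone, 21 DEPs had a transcript that moved against the protein (48 against 21, exact binomial p = 0.00155). Both binomial tests treat genes as independent, which genes measured in the same pools are not. All 19 genes of the paper's DEGs-DEPs-Opposite sheet had the transcript direction that the paper gives.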

Investigating the 55 co-expressed genes (DEGs-DEPs) revealed that they were involved in 81 metabolic pathways. Subsequently, combined proteome and metabolome analyses revealed that a total of 41 pathways were involved in DEPs-DEMs (associated DEPs and DEMs).

**Fig. 2:**
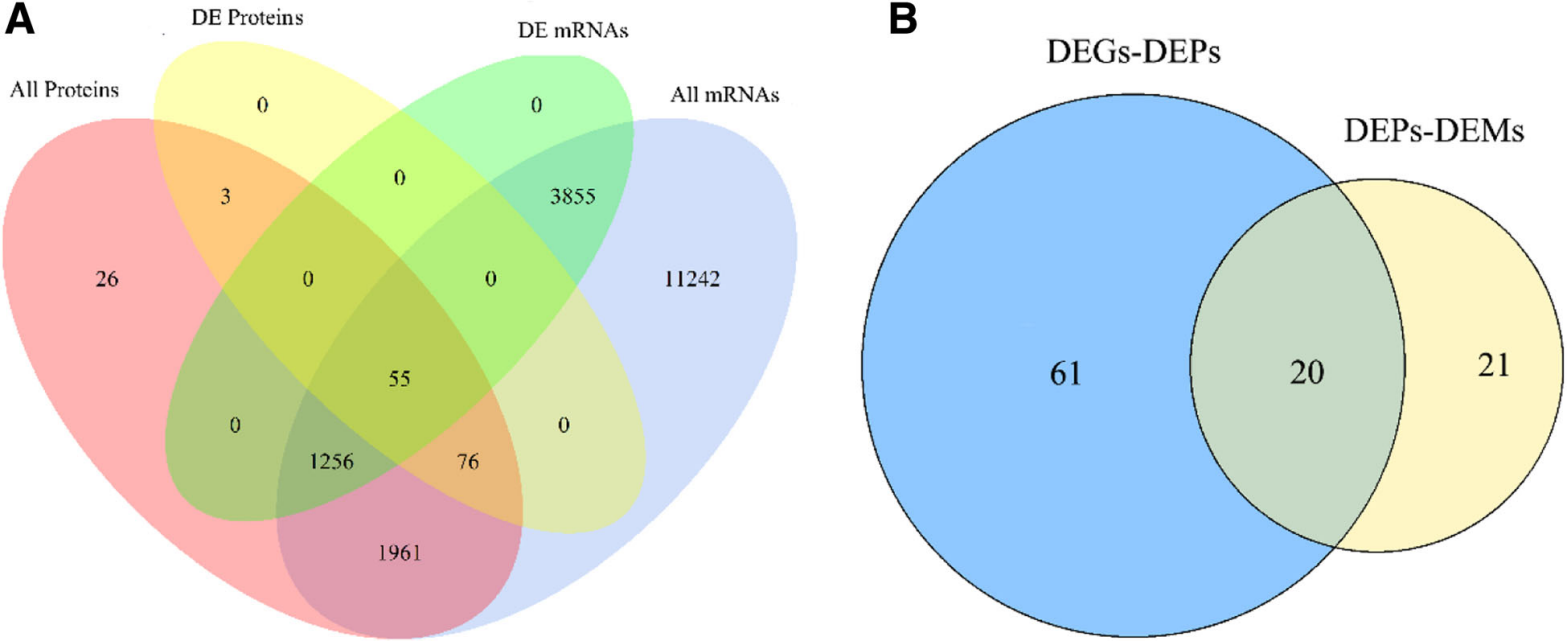
Venn diagrams describing the numbers of mRNAs, proteins and pathways that varied between EG (experimental group) and CG (control group). **a** the number of transcriptome and proteome at the quantitative and differential expression levels. **b** the number of pathways involved in DEGs-DEPs (differentially co-expressed genes and proteins) or DEPs-DEMs (associated DEPs and DEMs) and their commonalities

Genes produce proteins through complex transcription and translation processes to regulate the metabolism of organisms. Therefore, to obtain an overview of the correlation between the level of transcription, protein and metabolism, the correlation of 81 pathways (related to DEGs-DEPs) and 41 pathways (related to DEPs-DEMs) was analyzed. A total of 20 identical pathways (Fig. 2b) are involved in DEGs, DEPs and DEMs (Table 2). These pathways contained metabolic processes (e.g. pyrimidine metabolism; biosynthesis of unsaturated fatty acids; amino sugar and nucleotide sugar metabolism; valine, leucine and isoleucine degradation; glutathione metabolism; lysosomal degradation), membrane transport (e.g. ABC transporters), signal transduction (e.g. cAMP signaling pathway), organism systems (e.g. bile secretion; vitamin digestion and absorption; retrograde endocannabinoid signaling; serotonergic synapse; regulation of lipolysis in adipocytes; aldosterone synthesis and secretion; longevity regulating pathway) and diseases (e.g. central carbon metabolism in cancers; morphine addiction; alcoholism; Parkinson’s disease; insulin resistance).

**Table 2:** DEGs, DEPs and DEMs involved in the pathways

Pathway	Gene/Protein	Metabolite
Pyrimidine metabolism	Uridine phosphorylase 2^↑^	Uridine ^↓^
Biosynthesis of unsaturated fatty acids	Acyl-CoA desaturase^↑^	Arachidonic acid (peroxide free) ^↓^; (4Z,7Z,10Z,13Z,16Z,19Z)-4,7,10,13,16,19-Docosahexaenoic acid^↑^
Amino sugar and nucleotide sugar metabolism	N-acetyl-D-glucosamine kinase ^↓^	D-mannose^↑^
Valine, leucine and isoleucine degradation	Acetoacetyl-CoA synthetase^#^	L-leucine^↑^
Glutathione metabolism	Glutathione S-transferase omega-1^↑^	Glutathione disulfide ^↑^
Lysosome	Acid phosphatase ^↓^	D-mannose^↑^
ABC transporters	Bile salt export pump^↑^; Canalicular multispecific organic anion transporter 1^+^	Maltotriose^↑^;L-lysine^↑^; L-leucine^↑^;D-mannose^↑^; D-maltose^↑^;Betaine^↓^;
cAMP signaling pathway	Hormone-sensitive lipase^+^	Adenosine^↑^
Vitamin digestion and absorption	Retinol-binding protein 2^↑^	Pantothenate^↑^; Nicotinamide^↑^;
Bile secretion	Solute carrier family 2, facilitated glucose transporter member 1^↑^; Ubiquitin-associated protein 1-like^↑^; Bile salt export pump^↑^; Canalicular multispecific organic anion transporter 1+	Taurocholate^↑^; L-carnitine^↑^
Retrograde endocannabinoid signaling	Guanine nucleotide-binding protein subunit beta-4^↓^	Arachidonic acid (peroxide free) ^↓^; PC(16:0/16:0) ^↑^
Serotonergic synapse	Guanine nucleotide-binding protein subunit beta-4^↓^	Arachidonic acid (peroxide free) ^↓^;
Regulation of lipolysis in adipocyte	Hormone-sensitive lipase^+^	Arachidonic acid (peroxide free) ^↓^; Adenosine^↑^
Aldosterone synthesis and secretion	Hormone-sensitive lipase^+^	Arachidonic acid (peroxide free) ^↓^;
Longevity regulating pathway – worm	Acyl-CoA desaturase^↑^	Nicotinamide^↑^
Central carbon metabolism in cancer	Solute carrier family 2, facilitated glucose transporter member 1^↑^	L-leucine^↑^
Morphine addiction	Guanine nucleotide-binding protein subunit beta-4^↓^	Adenosine^↑^
Alcoholism	Guanine nucleotide-binding protein subunit beta-4^↓^	Adenosine^↑^
Parkinson disease	ATP synthase-coupling factor 6^↑^	Adenosine^↑^
Insulin resistance	Solute carrier family 2, facilitated glucose transporter member 1^↑^	Acetylcarnitine^↑^

“↑” superscripts indicate significantly up-regulated

“↓” superscripts indicate significantly down-regulated

“+” superscript indicates that the gene was significantly up-regulated at the mRNA level and significantly down-regulated at the protein level

“#” superscript indicates that the gene was significantly down-regulated at the mRNA level and significantly up-regulated at the protein level

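Among the 14 co-expressed genes of Table 2, transcripts of 10 rose and of 4 fell in EG, each past edgeR's quasi-likelihood test. Those that rose encode a desaturase (ACAD), transporters (ABCC2, ABCB11 and SLC2A1), a retinoid carrier (RBP2), enzymes (LIPE, Upp2 and GSTO1), a subunit of ATP synthase (Atp5j) and UBAP1L, and those that fell encode AACS, GNB4, acpt and NAGK. Atp5j (fugu_GLEAN_10017730), a coupling subunit of mitochondrial ATP synthase, lies on scaffold 30 from 637071 to 638651. Its level was 25.8 ± 1.99 (SD, n = 3) CPM in CG and 50.3 ± 3.77 (SD, n = 3) in EG (log2 fold change 0.96, standard error 0.136, adjusted p = 0.00104 from edgeR's quasi-likelihood test). UBAP1L (fugu_GLEAN_10008296), a relative of a ubiquitin-binding sorting protein, lies on scaffold 94 from 1361807 to 1401103 and had 116 ± 10.7 (SD, n = 3) CPM in CG and 192 ± 17.9 (SD, n = 3) in EG. Its log2 fold change was 0.73 (adjusted p = 0.00516), or 0.38 (adjusted p = 0.057) with library totals.

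**Figure D3:**
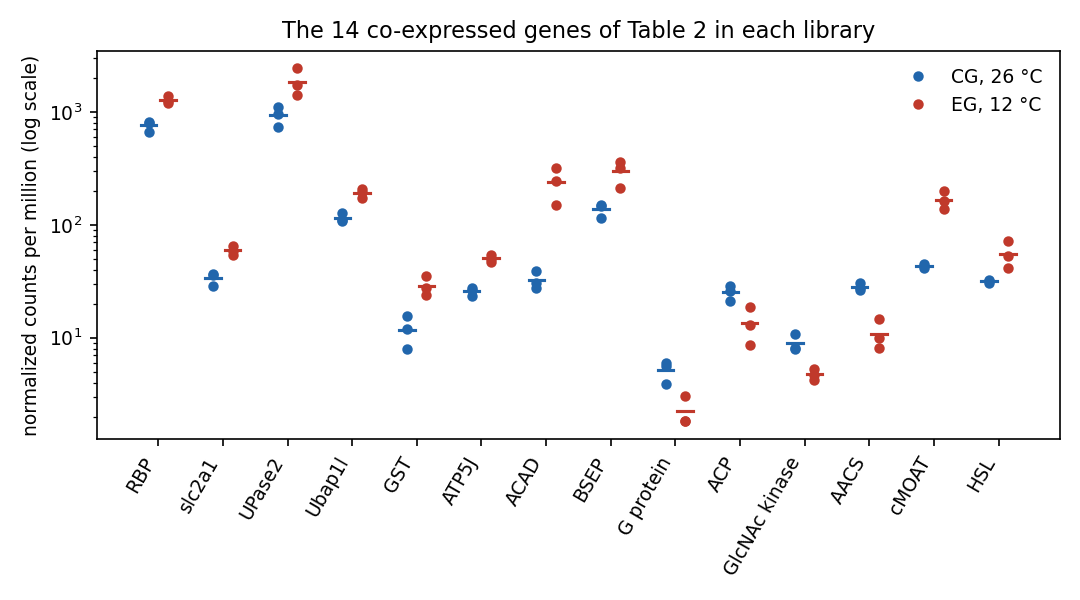
Points are the single CG (blue) and EG (red) libraries and short lines the mean of 3 libraries, for the 14 co-expressed genes of Table 2 under the paper's names. The vertical axis gives CPM on a log scale, and in each gene the 3 EG libraries lie on 1 side of the 3 CG libraries.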

There were 17 DEMs (14 up-regulated with fold change > 1, and 3 down-regulated with fold change < 1) and 14 DEGs-DEPs (8 up-regulated, 3 down-regulated, 3 opposite) in these 20 pathways (Table 2). The interaction between them was clustered mainly into two clusters. One of these was related mainly to the transmembrane transport of bile salts (Fig. 3a), and the other to unsaturated fatty acids, vitamins and adenosine (Fig. 3b).

**Fig. 3:**
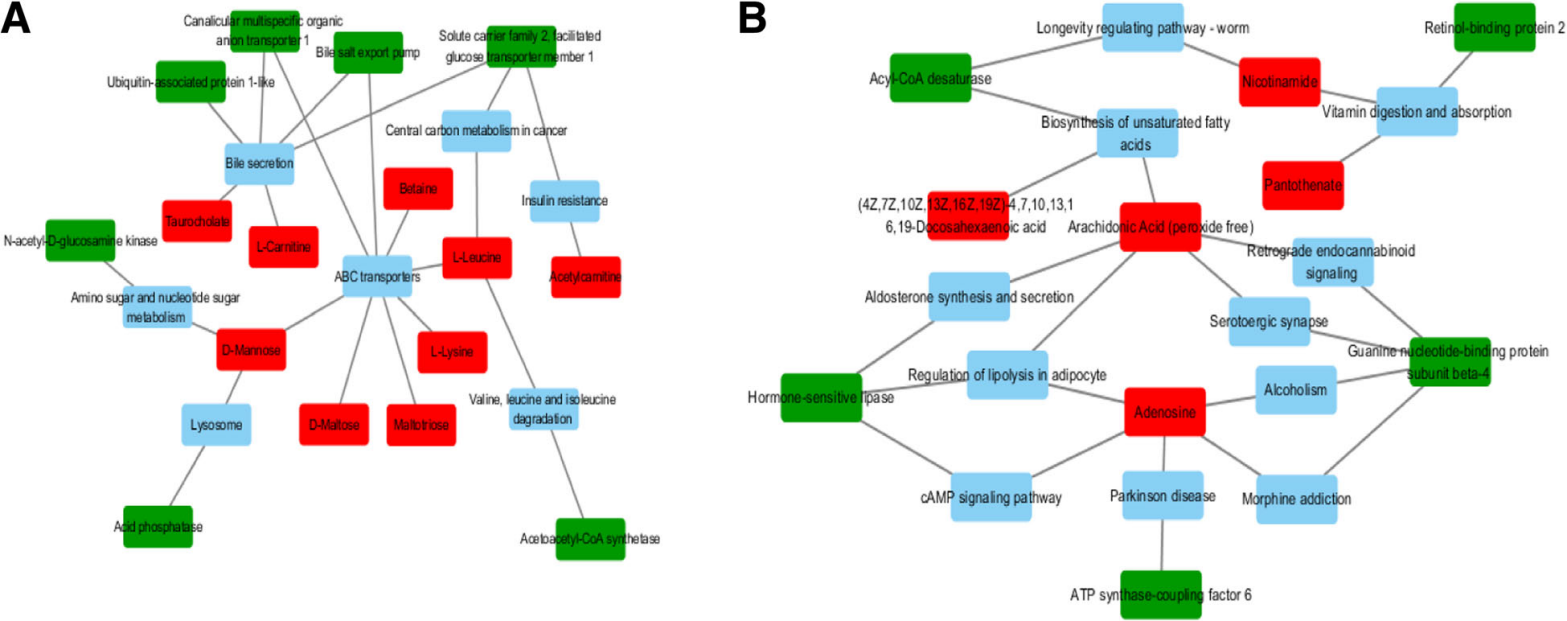
Interaction networks of the significant differentially co-expressed genes and metabolites analyzed by Cytoscape software (version 3.0.1). **a** Interaction networks related to the transmembrane transport of bile salts. **b** Interaction networks related to unsaturated fatty acids, vitamins and adenosine. Red indicates metabolite; green indicates co-expressed gene; blue indicates pathway

### Validation of selected genes by qPCR

We performed real-time qPCR analysis on some selected genes to provide additional mRNA transcript levels to validate our RNAseq results. The results of qPCR analysis revealed that most of these genes shared similar expression tendencies (log2fold change; EG vs CG) with those from transcriptomic data (Additional file 9: Table S7). 

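For the 11 genes of Table S7, the RNA-seq counts gave the direction of the paper's qPCR value in all 11, with 8 genes higher and 3 lower in EG. All 11 passed edgeR's quasi-likelihood test at an adjusted p under 0.05, and 4 of them (the desaturase ACAD, GSTO1, ABCB11 and GNB4) changed more than 2-fold. The size of their log2 fold changes ran from 0.73 for UBAP1L to 2.87 for ACAD. In the 7 genes that changed less than 2-fold the paper's qPCR values lie farther from 0: 1.84 to 2.07 on the log2 scale for RBP2, SLC2A1, UBAP1L, Atp5j and Upp2 (0.73 to 0.98 from the counts), and -1.76 and -1.97 for acpt and NAGK (-0.91 for both from the counts). The genes were chosen by the study from the same libraries, so their directions are not independent evidence.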

Although some quantitative differences did exist between the two analytical platforms, the common characteristics of the proteomic data and the qRT-PCR analysis supported the reproducibility and reliability of the transcriptomic data.

### SNP detection and validation

For extended application of the RNA-Seq data, structural variations were discovered using the assembled transcriptome. Information on all SNPs detected was presented in Additional file 10: Table S8. A total of 23 potential SNPs were identified by detection in 5 co-expressed genes: 3 up-regulated and 2 down-regulated genes (Additional file 11: Table S9). 

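The 5 genes lie on different scaffolds of the T. fasciatus genome, and 3 of them rose and 2 fell in EG. SLC2A1, with 7 of the SNPs, spans 1306494 to 1316928 on scaffold 64 and has a coding length of 1767. GSTO1, with 4, spans 401406 to 402588 on scaffold 6. ABCB11, with 3, spans 4133118 to 4152196 on scaffold 30, and its SNPs lie within positions 4150355 to 4150520. NAGK, with 8, spans 1108211 to 1110240 on scaffold 49. GNB4 spans 271561 to 275404 on scaffold 294, and its SNP has position 273770. All 23 positions lie between the start and the end that the deposited table gives for the gene named with them, and for 22 the scaffold is also the same; for the SNP of GNB4, Table S9 gives scaffold 29.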

Twenty-three SNPs were tested for experimental validation in fifty *T. fasciatus*. Among the 23 primer pairs designed for SNP validation, 19 could amplify target sequences. Within these amplified sequences, 13 SNPs were validated, suggesting that approximately 50% of the predicted SNPs were indeed true SNPs. The primers of validated SNPs are listed in Additional file 12: Table S10.

## Discussion

In the present study, low temperature stress was associated with numerous co-expressed DEGs-DEPs and DEMs mainly involved in fatty acid metabolism, oxidative stress, immune system, membrane transport and signal transduction of *T. fasciatus* (Fig. 3; Table 2). These systems strongly responded to low-temperature stress, and the further exploration of cold stress may deepen our understanding of the molecular mechanisms in fish adaptation (Fig. 4).

**Fig. 4:**
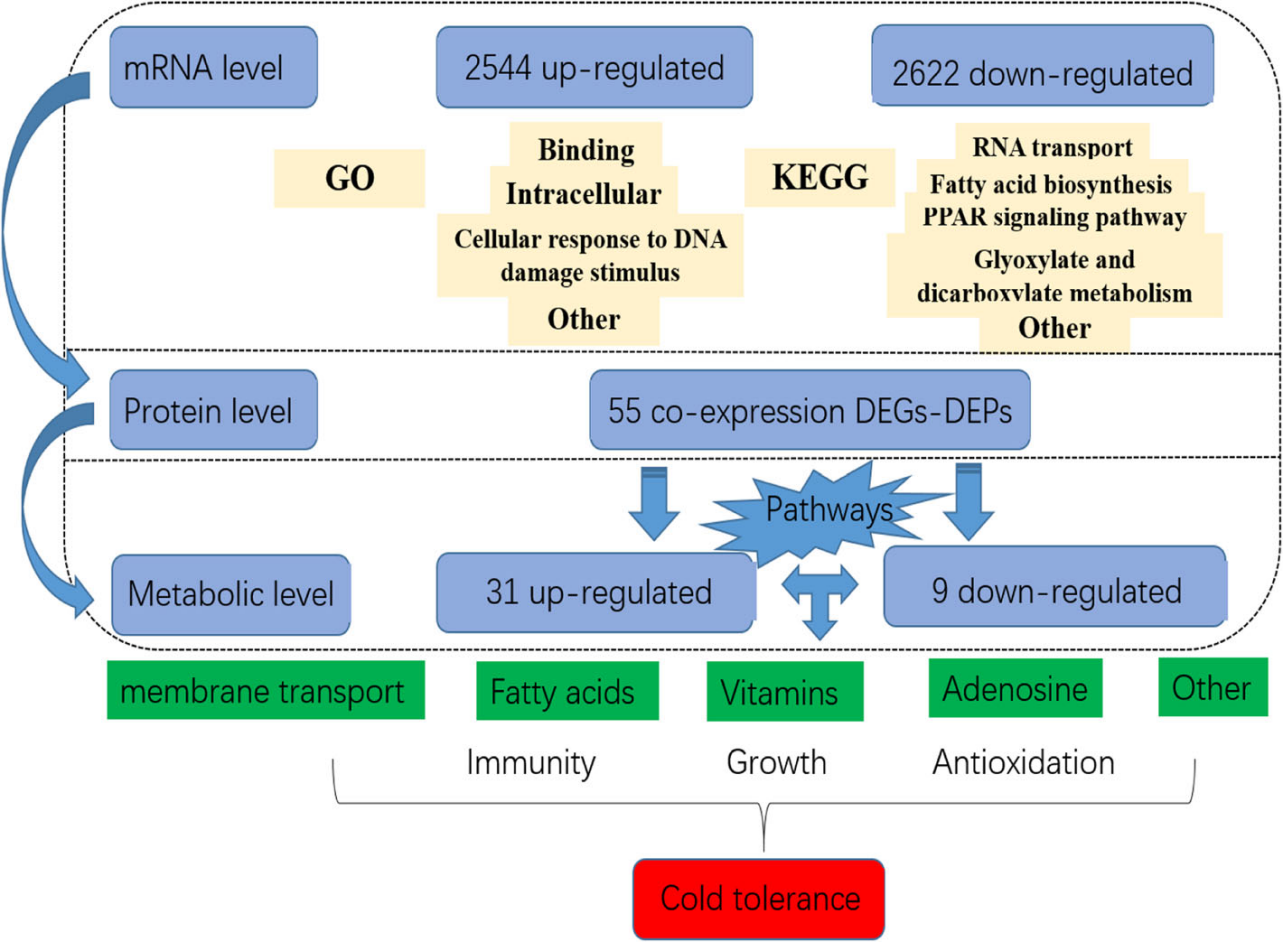
Model of possible molecular mechanisms of *T. fasciatus* under cold stress

### Fatty acids metabolism

The physical properties of phospholipid membranes are heavily dependent upon the saturation of their constituent fatty acids [30]. Maintaining an appropriate balance between saturated and unsaturated fatty acids, under a variable dietary supply, is therefore an essential compositional requirement for all living organisms. Both arachidonic acid (ARA) and (4Z,7Z,10Z,13Z,16Z,19Z)-4,7,10,13,16,19-docosahexaenoic acid (DHA) are important components of membrane phospholipids [31]. The enrichment of ARA and DHA is mainly related to Acyl-CoA desaturase (ACAD) [31], an enzyme involved in maintaining the balance between saturation and unsaturation of fatty acids. 

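The transcript of the desaturase ACAD (fugu_GLEAN_10004903), which introduces double bonds into fatty acids, had the largest log2 fold change of the 14 co-expressed genes of Table 2. Its level was 32.5 ± 6.11 (SD, n = 3) CPM in CG and 238 ± 84.9 (SD, n = 3) in EG (log2 fold change 2.87, standard error 0.294, adjusted p = 0.000254 from edgeR's quasi-likelihood test). The gene lies on scaffold 218 from 576889 to 579433, and the paper's log2 fold change of its protein was 0.27. Elongases of fatty acids moved differently from one another. Elovl5, which elongates polyunsaturated fatty acids, rose by 0.90 (adjusted p = 0.017, 0.0634 without G2 and 0.0626 without G3, and 0.56 with adjusted p = 0.0873 with library totals), and of the 2 genes matched to elongase 6, Elovl6 (fugu_GLEAN_10009387) had a log2 fold change of -1.07 (adjusted p = 0.00252) and elovl6 (fugu_GLEAN_10006865) of 0.26 (adjusted p = 0.332), which turned to -0.08 with library totals.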

Under cold stress, ACAD was up-regulated in the liver of *T. fasciatus*, indicating that the production of unsaturated fatty acids was strengthened. This is consistent with the findings on carp responses to low-temperature stress [32].

In our metabolomics study, two types of unsaturated fatty acids showed opposite trends (ARA-down, DHA-up), perhaps because there is an antagonistic relationship between ARA and DHA [33, 34]. This has been reported in yellowtail liver, where ARA was incorporated into phosphatidylinositol more effectively than DHA, and the latter inhibited incorporation of ARA into phosphatidylcholine but not phosphatidylinositol [35]. Of course, a more credible reason was that in the combined multi-omics analysis, the metabolism of ARA was affected by other genes and pathways. Compared to the uncertainty around ARA, the up-regulation of DHA was undoubtedly the response of fish enhancing their tolerance of low-temperature environmental stress [36, 37]. In the endocrine system, ARA is regulated by hormone-sensitive lipase (HSL) through two pathways (Fig. 3b). HSL is a key enzyme in the mobilization of fatty acids from intracellular stores [38]. 

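The transcript of LIPE (fugu_GLEAN_10002904), which encodes HSL, rose in EG from 31.7 ± 1.07 (SD, n = 3) to 55.2 ± 14.9 (SD, n = 3) CPM. Its log2 fold change was 0.80 (standard error 0.2, adjusted p = 0.0127 from edgeR's quasi-likelihood test), whereas the paper's log2 fold change of the protein was -0.6. The gene lies on scaffold 38 from 442453 to 459421. With library totals the log2 fold change was 0.49 and did not pass the test (adjusted p = 0.13). Of the 3 genes matched to CPT1A, which carries released fatty acids toward oxidation in mitochondria, fugu_GLEAN_10007094 rose by 1.75 and fugu_GLEAN_10017571 by 0.51 (0.17 with library totals, adjusted p = 0.419, and 0.32 with upper quartile factors, adjusted p = 0.13; also not past the test without G2, G3, Ga or Gc, adjusted p = 0.0824, 0.104, 0.0619 and 0.0663), and the third had a log2 fold change of -0.01 (adjusted p = 0.984).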

The findings on grass carp [39] and gilthead sea-bream [40] confirmed that dietary ARA can significantly stimulate HSL expression. On the other hand, in the nervous system, much evidence has accumulated indicating that the guanine nucleotide-binding protein subunit beta-4 (G protein) has a positive effect on the metabolism of ARA [41]. Therefore, down-regulation of this G protein would undoubtedly affect the metabolism of ARA. These results indicate that the metabolism of ARA in *T. fasciatus* subjected to low-temperature stress is regulated by various pathways and genes.

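GNB4 (fugu_GLEAN_10001891), the G protein subunit, had 5.15 ± 1.1 (SD, n = 3) CPM in CG and 2.24 ± 0.716 (SD, n = 3) in EG. The log2 fold change was -1.20 (standard error 0.303, adjusted p = 0.0135 from edgeR's quasi-likelihood test), and the paper's log2 fold change of the protein was -0.4. The level is low, with 57 to 255 reads per library. The call did not hold without G1 (-1.13, adjusted p = 0.0535) or without G2 (-1.09, adjusted p = 0.0517), where fewer libraries enter.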

In terms of fatty acid synthesis, Acetoacetyl-CoA synthetase (AACS) is a ketone body-utilizing enzyme responsible for the synthesis of cholesterol and fatty acids from ketone bodies in lipogenic tissues such as liver and adipocytes [42]. In the present study, expression of AACS was down-regulated at the mRNA level, but was up-regulated at the protein level. 

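The transcript of aacs (fugu_GLEAN_10014864) fell in EG from 28.2 ± 2.12 (SD, n = 3) to 10.9 ± 3.31 (SD, n = 3) CPM. This is a log2 fold change of -1.38 (standard error 0.22, adjusted p = 0.00176 from edgeR's quasi-likelihood test), and the paper's value for the protein was 0.48. The gene lies on scaffold 73 from 2425187 to 2443223. Other genes of cholesterol synthesis moved both ways: 11 of 32 rose, 6 fell and 15 did not pass the test (12 and 6 adjusted over the list alone), with a median of 0.39 (adjusted p = 0.582 from camera). HMGCS1, which makes HMG-CoA, rose by 1.79, srebf2, the transcription factor of the pathway, by 1.04, and mvd, which makes isopentenyl diphosphate, had a log2 fold change of -0.88. The counts changed with the scaling and with fewer libraries: with library totals 2 genes rose and 10 fell, without G1, G2 or G3 5 rose, without Gc 7 rose, and without G1 or G3 3 fell.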

Complex post-transcriptional mechanisms can be responsible for the inconsistency between mRNA and protein synthesis [43]. Previous research found that leucine supplementation was effective in increasing adiponectin concentration and in reducing total cholesterol concentration in rats [44]. Therefore, the up-regulation of AACS and L-leucine in *T. fasciatus* liver was associated with regulation of the synthesis of cholesterol and fatty acids in response to low-temperature stress.

### Membrane transport and signal transduction

Several lines of evidence clearly indicate that ABC transporters play an important role in the antioxidant mechanism of fish [45]. The bile salt export pump (BSEP) is an important member of the ABC transporter pathway. It is a membrane glycoprotein located on the hepatocyte membrane that mediates ATP-dependent transport of bile salt from the cells to the capillary bile duct [46]. 

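The transcript of ABCB11 (fugu_GLEAN_10017835), which encodes BSEP, rose in EG livers from 137 ± 19.4 (SD, n = 3) to 297 ± 75.9 (SD, n = 3) CPM. This is a log2 fold change of 1.12 (standard error 0.222, adjusted p = 0.0048 from edgeR's quasi-likelihood test), and the paper's value for the protein was 0.26. Around it, genes of bile acid synthesis and transport moved both ways: 9 of 42 rose, 10 fell and 23 did not pass the test (9 and 10 adjusted over the list alone, adjusted p = 0.582 from camera), and with library totals 7 rose and 15 fell. Nr1h4, the nuclear receptor that senses bile acids, fell by 2.77 on the log2 scale, from 91.7 to 13.4 CPM, and SLC4A2, an anion exchanger of bile ducts, fell by 1.18. Of the 2 genes matched to CYP7A1, the rate-limiting enzyme of bile acid synthesis, fugu_GLEAN_10003050 rose by 1.93 and fugu_GLEAN_10000864 had a log2 fold change of -0.46 (adjusted p = 0.0607). The latter passed the test with library totals (-0.79, adjusted p = 0.0129), with upper quartile factors (-0.65, adjusted p = 0.0184), with at least 10 counts in every library (adjusted p = 0.0399), from FPKM (adjusted p = 0.0131) and without G3 (adjusted p = 0.0451). Without G2, 6 genes of the list fell.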

Up-regulation of BSEP can enhance the transport of bile salts to prevent the production of oxygen free radicals and to decrease lipid peroxides and mitochondrial respiratory chain disorders, thereby protecting the function of biofilm and strengthening the immunity of organisms [47]. The blockage of bile salt transport by biliary obstruction induced a variety of liver diseases in humans and mice [48]. Therefore, the antioxidant role of BSEP in fish may be consistent with that in humans and mice.

In the ABC transporter pathway several organic anions are excreted into the bile via a canalicular multispecific organic anion transporter (cMOAT) [49]. The regulation of cMOAT expression is closely related to the liver function of an organism. 

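The transcript of ABCC2 (fugu_GLEAN_10015670), which encodes cMOAT, rose in EG from 43.1 ± 2.09 (SD, n = 3) to 166 ± 30.0 (SD, n = 3) CPM. The log2 fold change was 1.94 (standard error 0.171, adjusted p = 0.00015 from edgeR's quasi-likelihood test), and the paper's value for the protein was -0.28. The gene lies on scaffold 176 from 442667 to 459811.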

Compared with the control group, synthesis of cMOAT decreased when the mRNA was unchanged or up-regulated, suggesting a post-transcriptional regulation mechanism. Further analysis found that the metabolic differences caused by low-temperature stress were directly related to the expression of cMOAT and BSEP. Our results show that up-regulation of BSEP was involved in the transport of oligosaccharides (D-Maltose and maltotriose), amino acids (L-lysine and L-leucine) and monosaccharides (D-mannose), whereas up-regulation of cMOAT was involved in the transport of mineral and organic ion (betaine) [50]. Among these up-regulated metabolites, D-mannose can enhance the organism immunity [51]; D-maltose and maltotriose can enhance energy metabolism; and L-leucine is mainly involved in the synthesis of cholesterol and fatty acids. The downregulation of betaine negatively affects fish growth, antioxidant defense and fatty acid synthesis [52]. These differential metabolites reflect the complex transport compensation mechanism of *T. fasciatus* in the response to low-temperature stress. Not only that, cMOAT and BSEP are related to the metabolism of taurocholate in the bile secretion pathways. Taurocholate supplementation has a potentiating effect on turbot (*Scophthalmus maximus*) [53], but has a negative impact on the growth of rainbow trout (*Oncorhynchus mykiss*) [54]. Therefore, it remains uncertain whether taurocholate up-regulation has any effect on the growth performance of *T. fasciatus* under low-temperature stress. However, taurocholate might play an important role in teleost fish in response to environmental temperature changes because rainbow trout - a cold-water fish - enhanced the metabolism of taurocholate under heat stress [55], whereas *T. fasciatus* - a warm-water fish - also strengthened the metabolism of taurocholate under cold stress. These results reflect the membrane transport mechanisms in response of *T. fasciatus* to low-temperature stress.

### DNA damage and defense

An extent of damage in an organism is manifestation of its capacity to cope with stress. According to reports in the literature, uridine phosphorylase2 (UPase2) plays critical roles in the metabolism of pyrimidines [56]. UPase2 regulates the balance of uridine concentration in plasma and tissues by catalyzing the dissimilation and phosphorylation of uridine to uracil for nucleic acid recovery and reuse [57]. Therefore, when UPase2 protein is up-regulated, it indicates that the catalytic reaction of uridine is strengthening, which leads to a decrease in uridine. Hence, in previous studies, when low-temperature stress was found to cause DNA damage in *T. fasciatus* [58], this might have been caused by an imbalance in uridine metabolism.

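Upp2 (fugu_GLEAN_10017999), the gene of UPase2, had one of the more abundant transcripts of the network and rose in EG from 937 ± 188 (SD, n = 3) to 1852 ± 523 (SD, n = 3) CPM. Its log2 fold change was 0.98 (standard error 0.244, adjusted p = 0.0126 from edgeR's quasi-likelihood test), and the paper's value for the protein was 0.42. It lies on scaffold 56 from 2534330 to 2535806. With library totals the log2 fold change was 0.65 and just missed the threshold (adjusted p = 0.0541).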

The immune and antioxidant systems also play pivotal roles in resisting potential damage caused by environmental stress. Vitamin intake is an important part of teleost immunity [59]. Retinol-binding protein (RBP) is a carrier of vitamin A that is mainly synthesized and released in liver [60]. RBP binds retinol and retinal, and as such is thought to play an important role in vitamin A (retinol) uptake, transport and metabolism [61]. Up-regulation of RBP enhances uptake of vitamin A to enhance fish immunity and growth [62]. For example, RBP was up-regulated in *Channa striatus* under high-temperature stress [63], suggesting that RBP has a positive effect on teleosts facing environmental temperature changes. 

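The gene behind RBP in the co-expressed set (fugu_GLEAN_10003949) matches RBP2, the retinol-binding protein of cells. Its transcript rose in EG from 760.1 ± 84.4 (SD, n = 3) to 1274 ± 93.0 (SD, n = 3) CPM. The log2 fold change was 0.75 (standard error 0.154, adjusted p = 0.00573 from edgeR's quasi-likelihood test) and the paper's value for the protein 0.32. The gene lies on scaffold 45 from 661087 to 663063. With library totals the log2 fold change was 0.41 (adjusted p = 0.0753). TTR, which carries retinol together with its serum binding protein, rose by 1.08.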

In the vitamin digestion and absorption pathway, pantotherate (vitamin B5) and nicotinamide (vitamin B3) are up-regulated at low temperature, suggesting they might enhance low-temperature tolerance of *T. fasciatus* along with vitamin C [58]. Of course, the dosage of vitamins and their mechanism of action still need further study.

Carbohydrate metabolism is also a part of organism immunity. D-mannose is a hexose stimulating liver to secrete mannose-binding lectin (MBL), ultimately strengthening the immune system [64]. N-acetyl-D-glucosamine (GlcNAc) kinase is a hexokinase involved in carbohydrate metabolism. Considering our experimental results, D-mannose can be phosphorylated by GlcNAc kinase to form mannose-6-phosphate [65]. In mammals, mannose has a protective effect on an intestinal mucosal immune barrier in rats with severe acute pancreatitis [66]. On the other hand, acid phosphatase (ACP) is unique among lysosomal enzymes in that it has high concentration of both mannose and complex type sugars chains, and oligosaccharide chains of lysosomal enzymes contain a large proportion of mannose [67]. Therefore, the down-regulation of ACP decreases dephosphorylation of mannose [68]. Similarly, under low-temperature stress, ACP in sea bream (*Sparus aurata*) blood also decreased [69]. 

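The transcript of acpt (fugu_GLEAN_10017794), the gene of ACP, fell in EG from 25.3 ± 3.87 (SD, n = 3) to 13.5 ± 5.06 (SD, n = 3) CPM. Its log2 fold change was -0.91 (standard error 0.272, adjusted p = 0.0272 from edgeR's quasi-likelihood test), and the paper's value for the protein was -0.42. The gene lies on scaffold 30 from 3216940 to 3221625. With fewer libraries the call was lost while the fold stayed near: -0.80 without G1 (adjusted p = 0.0934), -0.88 without G2 (adjusted p = 0.0768) and -0.87 without Ga (adjusted p = 0.0708).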

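NAGK (fugu_GLEAN_10006133), the gene of GlcNAc kinase, also fell in EG, from 8.94 ± 1.67 (SD, n = 3) to 4.74 ± 0.52 (SD, n = 3) CPM. The log2 fold change was -0.91 (standard error 0.207, adjusted p = 0.00837 from edgeR's quasi-likelihood test), close to that of acpt, and the paper's value for its protein was -0.35.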

Interestingly, down-regulated ACP and GlcNAc kinase have opposite functions, namely dephosphorylation and phosphorylation, and the corresponding target metabolic substrate is up-regulated D-mannose. However, there is no evidence to support the competitive relationship between ACP and GlcNAc kinase. Obviously, the metabolic mechanism of D-mannose is still unclear under low-temperature stress, and more research is needed.

Oxidative stress is a physiological response of organisms to environmental changes. Detoxification-related protein glutathione S-transferase (GST) is an important indicator of the level of oxidative stress [70]. 

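GSTO1 (fugu_GLEAN_10004055), an omega-class glutathione transferase, rose in EG livers from 11.8 ± 3.72 (SD, n = 3) to 28.9 ± 5.52 (SD, n = 3) CPM. The log2 fold change was 1.30 (standard error 0.255, adjusted p = 0.00462 from edgeR's quasi-likelihood test), and the paper's value for the protein was 0.33. Genes of glutathione metabolism and antioxidant defence as a group moved both ways: 15 of 58 rose, 10 fell and 33 did not pass the test (15 and 10 adjusted over the list alone, adjusted p = 0.507 from camera). txn, the redox protein thioredoxin, rose by 1.57 and KEAP1, the repressor of the antioxidant regulator NRF2, by 1.97. cat, catalase, fell by 1.91 on the log2 scale, from 50.3 to 13.4 CPM, and SOD2, the superoxide dismutase of mitochondria, fell by 0.98. With library totals 9 genes of the list rose and 18 fell.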

In our results, GST was up-regulated at both the mRNA and protein levels, indicating enhanced detoxification processes to remove ROS (reactive oxygen species). Correspondingly, the metabolism of glutathione disulfide was also enhanced as revealed by metabolomics. GST prevents damage to the cell membrane and other macromolecules by promoting the attachment of tripeptide GSH to a number of potentially harmful electrophilic substrates [71]. In *Danio rerio*, deficiency in the glucose transporter slc2al (Solute carrier family 2, facilitated glucose transporter member 1) has been shown to cause a suite of neural defects [72]. Therefore, up-regulation of sla2a1 in *T. fasciatus* may indicate a need to strengthen the nervous system under low-temperature stress. 

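SLC2A1 (fugu_GLEAN_10011234) rose in the liver of EG fish from 33.7 ± 4.17 (SD, n = 3) to 59.3 ± 5.84 (SD, n = 3) CPM. The log2 fold change was 0.82 (standard error 0.153, adjusted p = 0.00376 from edgeR's quasi-likelihood test), and the paper's value for the protein was 0.43. Among the genes that use the sugar it carries, 19 of 62 genes of gluconeogenesis and glycolysis rose, 9 fell and 34 did not pass the test (19 and 9 adjusted over the list alone, adjusted p = 0.202 from camera). GPI, an isomerase of glucose phosphate, rose by 1.61. Pdk1 and Pdk2, kinases of mitochondrial pyruvate dehydrogenase, had log2 fold changes of -1.55 and -2.29 (Pdk2 as fugu_GLEAN_10009422). With library totals 13 genes of the list rose and 16 fell.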

Not only that, Slc2a1 can also enhance the metabolism of L-leucine and acetylcarnitine in the cancer pathway and the insulin resistance pathway, respectively. However, this conclusion is derived from studies of human diseases and has not been confirmed in teleosts. A possibility needs to be explored that they may have a similar relationship in teleosts because we found that L-leucine could increase growth performance, improve metabolic activities and enhance non-specific immunities in tilapia [73] and black carp juveniles [74], and acetylcarnitine has antioxidant effects in teleosts [75].

## Conclusions

The results showed that transcriptome, proteome and metabolome of *T. fasciatus* liver changed significantly under low-temperature stress. 

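The libraries separated by temperature: the first principal component of log2 CPM held 66.5% of the variance and parted the 3 CG from the 3 EG libraries, and the second held 13.8% and set Gb apart from Ga and Gc. Spearman correlations were 0.974 to 0.983 among CG libraries, 0.958 to 0.968 among EG libraries and 0.87 to 0.905 between the groups. In Gb, markers of exocrine pancreas had a median of -4.44 against the mean of the CG libraries on the log2 scale, whereas in Ga and Gc it was 0.27 and 0.52, and in G1, G2 and G3 0.36, 0.80 and -1.26. From the genes that changed at the transcript and the protein level and their interactions with changed metabolites, the paper reasons that genes such as ACAD, ABCB11, RBP2 and GSTO1 serve unsaturated fatty acid metabolism, bile salt transport, vitamin uptake and antioxidant capacity, and it concludes that these processes affect the cold tolerance of the fish.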

Although more than 5000 genes were differentially expressed, only 55 relevant proteins (DEGs-DEPs) changed. Meanwhile, a total of 40 DEMs were found at the metabolic level. Through interaction analysis, we found that DEGs-DEPs and DEMs mainly regulate immunity, growth and antioxidant capacity by enhancing metabolism of unsaturated fatty acids, transport of bile salts, vitamin uptake, and antioxidant capacity, which ultimately affected cold tolerance of *T. fasciatus* (Fig. 4)*.* Co-expressed DEGs-DEPs in these biochemical processes can serve as potential indicators for regulation of cold-tolerant traits, and DEMs can be used as feed additives to investigate whether they can enhance cold tolerance of *T. fasciatus*. These findings provide new insights into the cold stress responses in fish and could promote research into the molecular breeding of pufferfish *Takifugu fasciatus*.

## Methods

### Experimental design and sampling

The sampling time point of stress was chosen basing on previous studies [29] and the results of our preliminary-experiment (Additional file 13: Table S11). The results indicated that the time point of 24 h under low temperature stress could be used as a breakthrough point in this study.

Taking experiment needs and the suitable culture density of juvenile *T. fasciatus* into consideration [28], a total of 120 juvenile *T. fasciatus* (13 ± 1.76 cm in length, 22 ± 2.85 g in weight), supplied from Zhongyang Group Co., Ltd. (Jiangsu Province, China), were randomly transferred to six aquaria with biofiltered water recirculation systems (equipped with cooling and heating functions; volume 200 L; flow rate 5 L/min), and were divided into the control group (G1, G2 and G3; total of 60 individuals; 2.2 ± 0.3 g/L) and the experimental group (Ga, Gb and Gc; total of 60 individuals; 2.2 ± 0.3 g/L). These individuals were acclimated at 26 ± 1 °C for 2 weeks. During the acclimation period, the commercial fish diet (including 42% w/w protein and 8.0% w/w fat, supplied by Zhenjiang Jiaji Feed Co. Ltd.) was given twice a day until 24 h before the experimental treatments (Fig. 5).

**Fig. 5:**
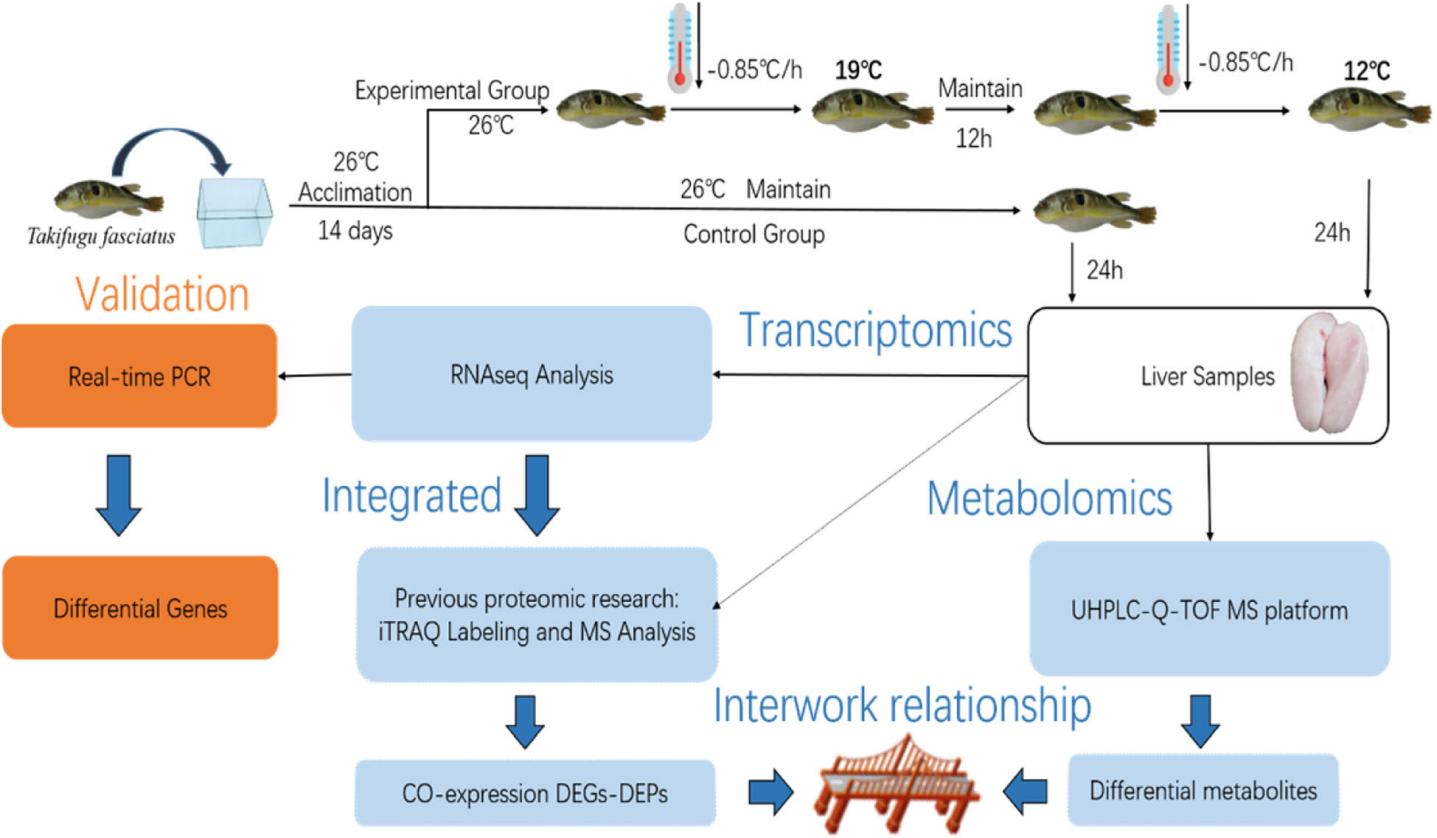
General workflow and summary of the present study

The water temperature of the CG was maintained at 26 ± 1 °C until the sampling was completed. The water temperature of the three experimental tanks (EG) decreased from 26 °C to 19 °C at a rate of 0.85 °C /1 h, and then maintained at 19 °C for 12 h, before decreasing from 19 °C to 12 °C at the same rate. After the EG was maintained at 12 °C for 24 h, both the experimental and control fish were euthanized with MS-222 at 10 mg L^− 1^, and quickly removed for liver dissection. Samples of EG (Ga, Gb and Gc) and CG (G1, G2 and G3) were done in three biological replicates. Each group (Ga, Gb, Gc, G1, G2 and G3) contains liver tissue from six different individuals, which were used for RNAseq and qPCR analysis. Ten replicates were consisted for both EG and CG respectively for metabolomics experiments. Ten individuals of EG came from Ga (3), Gb (3), and Gc (4). Similarly, 10 individuals from G1 (3), G2 (3) and G3 (4) were used as CG. Tissue samples were transferred to Eppendorf tubes, immediately flash frozen in liquid nitrogen, and then stored at − 80 °C.

### RNA isolation

Total RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s protocol. The total RNA quantity and purity were analysed with a Bioanalyzer 2100 and an RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with RIN number > 7.0.

### Assembly and functional annotation of the transcriptome sequencing

For constructing six cDNA library, approximately 5 μg of total RNA per sample was used for the RNA sample preparations. The library for sequencing was generated using an Illumina TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA, USA). Transcriptome sequencing was carried out on an Illumina HiSeq 2500 platform that generated approximately 125-bp paired-end (PE) raw reads by LC Sciences (Houston, TX, USA). After removing adaptor sequences, ambiguous ‘N’ nucleotides (with the ratio of ‘N’ greater than 5%) and low quality sequences (with quality score less than 20), the high-quality trimmed sequences were used for further mapping to the *T. fasciatus* genome (unpublished data) with Hisat 2.0.4.

### Differential expression analysis

The expression level of each transcript was measured as the number of clean reads mapped to its sequence. The mapped clean read number was normalized to RPKM (reads per kilobase of transcript per million mapped reads) with RSEM 1.2.3. We used DESeq to determine the FDR threshold. FDR < 0.05 and fold change > 2 were considered to indicate significant expression abundance. All the DEGs identified in this study were used as reference for the enrichment analysis by GO (http://www.geneontology.org/) and KEGG (http://www.genome.jp/kegg/). Hypergeometric test was used to identify the overrepresented GO and KEGG pathway terms with a significance level at 0.05, and Beniamini & Hochberg method was used for the correction of the *p*-values.

### Extraction of metabolites

For metabolite extraction, 60 mg of each sample was weighted and placed on ice, then resuspended in 300 μL of 80% (vol/vol) methanol in water and homogenized by using an Ultra-Turrax homogenizer for 30s, with three 5-s pulses per sample, followed by ultrasonication at low temperature for 30 min, 2 times. Samples were kept at − 20 °C for 1 h and then spun at 4 °C for 15 min at 13, 000 rpm. Supernatant (250 μL per sample) was transferred to a new tube and dried down by using a speed vacuum at 30 °C. Dried samples were stored at − 80 °C.

### LC-MS/MS analysis (HILIC/MS)

Analyses were performed using an UHPLC (1290 Infinity LC, Agilent Technologies) coupled to a quadrupole time-of-flight (AB Sciex TripleTOF 6600).

For HILIC separation, samples were analyzed using a 2.1 mm × 100 mm ACQUIY UPLC BEH 1.7 μm column (Waters, Ireland). In ESI positive and negative modes, the mobile phase comprised A = 25 mM ammonium acetate and 25 mM ammonium hydroxide in water and B = acetonitrile. The gradients (vol/vol) were 85% B for 1 min, linearly reduced to 65% in 11 min, and then was reduced to 40% in 0.1 min and kept for 4 min, and then increased to 85% in 0.1 min, with a 5 min re-equilibration period employed.

The ESI source conditions were set as follows: Ion Source Gas1 (Gas1) as 60, Ion Source Gas2 (Gas2) as 60, curtain gas (CUR) as 30, source temperature: 600 °C, IonSpray Voltage Floating (ISVF) ±5500 V. In MS only acquisition, the instrument was set to acquire over the m/z range 60–1000 Da, and the accumulation time for TOF-MS scan was set at 0.20s/spectra. In auto MS/MS acquisition, the instrument was set to acquire over the m/z range 25–1000 Da, and the accumulation time for product ion scan was set at 0.05 s/spectra. The product ion scan was acquired using information dependent acquisition (IDA) with a high sensitivity mode selected. The collision energy (CE) was fixed at 35 V with ±15 eV. Declustering potential (DP) was set at ±60 V.

### Data processing

The raw MS data (wiff.scan files) were converted to MzXML files using ProteoWizard MSConvert and processed using XCMS for feature detection, retention time correction and alignment. The MS/MS spectra were searched in the in-house Standard MS/MS library. The library contained the MS/MS spectra of approximately 2700 compounds (primarily polar compounds and some nonpolar compounds), which were acquired using standards. The MS/MS spectra matching score was calculated using dot-product algorithm [76] taking fragments and intensities into account. The matching score cutoff was set as 0.8. The MS/MS spectra matching results were confirmed with standards. The data after completeness check, supplement missing value and delete extreme value were normalized between samples and metabolites respectively to ensure comparisons parallel. Finally, all extracted ion peak areas of the data were normalized and the data was subjected to Pareto-scaling processing in the SIMCA-P 14.1 software (Umetrics, Umea, Sweden).

In the extracted ion features, only the variables having more than 50% of the nonzero measurement values in at least one group were kept. For the multivariate statistical analysis, the MetaboAnalyst (www.metaboanalyst.ca) web-based system was used. After the Pareto-scaling, PCA and OPLS-DA were performed. The leave-one-out cross-validation and the response permutation testing were used to evaluate the robustness of the model. The significantly different metabolites were determined based on the combination of a statistically significant threshold of Variable Importance for the Projection (VIP) values obtained from the OPLS-DA model and two-tailed Student’s t test (*p* value) on the raw data. Metabolites with both multidimensional statistical analysis VIP > 1 and univariate statistical analysis *P* value < 0.05 were selected as metabolites with significant differences; VIP > 1 and 0.05 < *P* < 0.1 were used as differential metabolites (DEMs).

### Multi-omics analysis

Transcriptome samples used in this study are parallel to the materials researched in previous proteomic study [77]. Samples of EG and CG were done in three biological replicates, each containing liver tissue from six different individuals, and were used to conduct proteomic analysis by iTRAQ technique (Proteome data are available via ProteomeXchange with identifier PXD010955). A total of 160 proteins with fold change > 1.2 and a *p* -value < 0.05 were considered to be significantly differentially expressed (DEPs). These differential proteins were combined into the differential genes and metabolites obtained in this study to conduct the multi-omics analysis. First, the combined transcriptome and proteome were analyzed to find their co-expressed differential genes (proteins), and related pathways (related to DEGs-DEPs). Secondly, the analyses of proteomes and metabolomes were combined to identify pathways associated with them (related to DEPs-DEMs). Finally, the two result sets were combined to find regulatory pathways involving differentially expressed genes, proteins and metabolites. Moreover, the relationships among significantly different genes, proteins and metabolites were mapped into an interaction network by cytoscape software to provide rich and comprehensive information for revealing the molecular mechanisms of response to low-temperature stress at different levels.

### Validation of significant DEGs by RT-qPCR

A total of 11 differentially regulated mRNAs obtained from integrative analysis of multi-omics were verified with quantitative real-time PCR (qRT-PCR). Primers for qRT-PCR were listed in Additional file 14: Table S12. qRT-PCR with β-actin as an internal control was used to explore mRNA expression. qRT-PCR was performed with an SYBR Green Master kit according to the manufacturer’s protocol (Roche, Basel, Switzerland). The experiments were carried out in triplicate with a total volume of 20 μL in an ABI StepOnePlus, containing 10 μL SYBR Green Master, 4 μL cDNA (500 ng), and 3 μL forward and reverse primers (2 μmol/L). The qRT-PCR was programmed at 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s, and 55 °C for 1 min. The expression level was calculated by the 2^-△△CT^ method and subjected to statistical analysis.

### Detection and validation of SNPs in differential genes

By multi-omics analysis we obtained 14 differentially expressed genes, including 8 up-regulated and 3 down-regulated genes (Table 2). SNPs located on these genes have the most potential to be developed into molecular markers for breeding.

Potential SNPs were called using SAMtools software. SAMtools provides various utilities for manipulating alignments in the SAM format, including sorting, merging, indexing, and generating alignments in a preposition format. First, we called SNPs with the SAMtools mpileup utility. We then piped a BCF output file to SAMtools bcftools, which converted the BCF file into a VCF file. Afterwards, we piped the VCF file into vcfutils.pl with the varFilter-d100 option, which retained SNPs that had read depth higher than 100. In order to validate the accuracy of the SNPs predictions, fin tissue samples from 50 *T. fasciatus* were collected for this SNP validation. Genomic DNA was extracted from pterygiophore tissue samples, using a cell/tissue genomic DNA extraction kit (centrifugal column type, Generay PBiotech, Shanghai). Primers were designed to amplify the flanking sequence of the selected SNPs using Premier 5.0. The amplified PCR products were sequenced by utilizing an ABI3730 sequencer and the products were analyzed using DNAMAN 8.0.

## Additional files

Additional file 1: **Table S1.** Sequencing results of six cDNA libraries.

Additional file 2: **Table S2.** Mapping results between transcriptome and reference genome.

Additional file 3: **Table S3.** The results of transcriptome annotation referring to genome.

Additional file 4: **Figure S1.** Volcano plot of gene expression levels in EG (experimental group) compared with CG (control group). (PNG 122 kb)

Additional file 5: **Table S4.** GO analysis of differentially expressed genes.

Additional file 6: **Figure S2.** GO analysis of significant differentially expressed genes. (PNG 212 kb)

Additional file 7: **Table S5.** KEGG analysis of differentially expressed genes.

Additional file 8: **Table S6.** The classification of integrated analysis results on transcriptome and proteome.

Additional file 9: **Table S7.** qPCR verification results of transcriptomes.

Additional file 10: **Table S8.** The list of SNPs.

Additional file 11: **Table S9.** Location information of the predicted SNPs.

Additional file 12: **Table S10.** Primers for detecting SNPs.

Additional file 13: **Table S11.** The results of preliminary experiment.

Additional file 14: **Table S12.** Primers for verifying the transcriptome.

Additional file 15: **Table S13.** The metabolite data set of this study.

## Data Availability

The dataset generated by deep-sequencing platforms was deposited in the NCBI Sequence Read Archive (SRA, http://www.ncbi.nlm.nih.gov/Traces/sra). The NCBI Sequence Read Archive accession number is GSE129226. The mass spectrometry proteomics data supporting the conclusions of this article is available in ProteomeXchange via the PRIDE (http://www.ebi.ac.uk/pride) partner repository with the dataset identifier PXD010955. The metabolite data set supporting the results of this article is included within the article, and can be found in the Supplemental Information (Additional file 15: Table S13).

## Abbreviations

AACS: Acetoacetyl-CoA synthetase
ACAD: Acyl-CoA desaturase
ACP: Acid phosphatase
ARA: Arachidonic acid
ATP5J: ATP synthase-coupling factor 6
BSEP: Bile salt export pump
cMOAT: Canalicular multispecific organic anion transporter
DEGs: Differentially expressed genes
DEGs-DEPs: Differentially co-expressed genes and proteins
DEMs: Differential metabolites
DEPs: Differentially expressed proteins
DEPs_DEGs_Opposite: Differentially expressed proteins and genes with opposite trends; DEPs_NDEGs Differential expressedly proteins with no significant difference in transcription level
DEPs_DEGs_SameTrend: differentially expressed proteins and genes with the same trend
DEPs-DEMs: Associated differential proteins and differential metabolites
DHA: (4Z,7Z,10Z,13Z,16Z,19Z)-4,7,10,13,16,19-docosahexaenoic acid
G proteins: Guanine nucleotide-binding proteins subunit base 4
GlcNAc: N-acetyl-D-glucosamine
GO: Gene Ontology
GST: Glutathione S-transferase
HSL: Hormone-sensitive lipase
KEGG: Kyoto Encyclopedia of Genes and Genomes
NDEPs_DEGs: Non differentially expressed proteins with significant difference in transcription level
NDEPs_NDEGs: Genes with no significant difference in transcription and protein levels
RBP: retinol-binding protein
ROS: Reactive oxygen species
slc2a1: Solute carrier family 2, facilitated glucose transporter member 1
SNP: Single nucleotide polymorphisms
Ubap1: Ubiquitin-associated protein 1-like
UPase: Uridine phosphorylase
VIP: Variable Importance for the Projection

# Supplementary material for: Integrated application of multi-omics provides insights into cold stress responses in pufferfish Takifugu fasciatus
**Source:** BMC Genomics. 2019 Jul 8;20:563. doi: 10.1186/s12864-019-5915-7
**Supplement:** Supplementary file 9 — Table S7. qPCR verification results of transcriptomes.

Table S7 qPCR verification results of transcriptomes

| Gene abbreviation | Transcriptomic (log2foldchange) | Regulation | qPCR (log2fold change) |
| --- | --- | --- | --- |
| BESP | 1.12 | Up | 1.21* |
| RBP | 1.75 | Up | 2.02* |
| GST | 1.30 | Up | 1.42* |
| UPase | 1.99 | Up | 2.07* |
| slc2a1 | 1.82 | Up | 2.03* |
| Ubapl | 1.73 | Up | 1.84* |
| ACAD | 2.88 | Up | 2.61* |
| ATP5J | 1.97 | Up | 2.07* |
| ACP | -1.90 | down | -1.76* |
| G proteins | -1.20 | down | -1.27* |
| GlcNAc | -1.91 | down | -1.97* |

The asterisks represent statistically significant differences between EG versus CG (p < 0.05).

# Supplementary material for: Integrated application of multi-omics provides insights into cold stress responses in pufferfish Takifugu fasciatus
**Source:** BMC Genomics. 2019 Jul 8;20:563. doi: 10.1186/s12864-019-5915-7
**Supplement:** Supplementary file 11 — Table S9. Location information of the predicted SNPs.

Table S11 Location information of the predicted SNP

| Gene | Regulated | SNP | | POS | chromosome |
| --- | --- | --- | --- | --- | --- |
|  |  | REF | ALT |  |  |
| Solute carrier family 2, facilitated glucose transporter member 1 | Up | C | T | 1314601 | Scaffold64 |
|  |  | A | T | 1315433 | Scaffold64 |
|  |  | T | C | 1316005 | Scaffold64 |
|  |  | T | C | 1316524 | Scaffold64 |
|  |  | T | C | 1316527 | Scaffold64 |
|  |  | G | A | 1316807 | Scaffold64 |
|  |  | C | A | 1316913 | Scaffold64 |
| Glutathione S-transferase omega-1 | Up | G | A | 401415 | Scaffold6 |
|  |  | A | G | 401487 | Scaffold6 |
|  |  | C | G | 401502 | Scaffold6 |
|  |  | T | C | 402432 | Scaffold6 |
| Bile salt export pump | Up | T | C | 4150355 | Scaffold30 |
|  |  | T | C | 4150487 | Scaffold30 |
|  |  | C | G | 4150520 | Scaffold30 |
| N-acetyl-D-glucosamine kinase | Down | G | C | 1108787 | Scaffold49 |
|  |  | A | C | 1108971 | Scaffold49 |
|  |  | C | T | 1109151 | Scaffold49 |
|  |  | A | G | 1109366 | Scaffold49 |
|  |  | A | T | 1109390 | Scaffold49 |
|  |  | T | C | 1109550 | Scaffold49 |
|  |  | C | T | 1109721 | Scaffold49 |
|  |  | A | G | 1110069 | Scaffold49 |
| Guanine nucleotide-binding protein subunit beta-4 | Down | G | A | 273770 | Scaffold29 |
| Uridine phosphorylase 2 | Up | None | | - | - |
| Retinol-binding protein 2 | Up | None | | - | - |
| Ubiquitin-associated protein 1-like | Up | None | | - | - |
| ATP synthase-coupling factor 6 | Up | None | | - | - |
| Acyl-CoA desaturase | Up | None | | - | - |
| Acid phosphatase | Down | None | | - | - |

# Supplementary material for: Integrated application of multi-omics provides insights into cold stress responses in pufferfish Takifugu fasciatus
**Source:** BMC Genomics. 2019 Jul 8;20:563. doi: 10.1186/s12864-019-5915-7
**Supplement:** Supplementary file 12 — Table S10. Primers for detecting SNPs.

Table S10 Sequence of primer for detecting SNPs

| Gene | Pos | Primer sequences (5′-3′) |
| --- | --- | --- |
| slc2a1 | 1314601 | F: CGCATTCTCGCCTTCTGTC  R: TACGCCTGGGGAGGTGAG |
|  | 1315433 | F: AGGAAGCCAGGAAAGGTCG  R: AGCGTTGATGCCCGACAG |
|  | 1316005 | F: AGCCTGTAGACCTGAGGAGCA  R: CTGATAACCCAGGATAGGAGACAT |
|  | 1316524-7 | F: TTGAGCAGAAGAGCAACCAGTC  R: ATATGGGCCGCAAAGTTCC |
|  | 1316807 | F: GAACTTTGCGGCCCATATG  R: ACATGGATGCTCAGTGCTTTTC |
|  | 1316913 | F: GTGCCCGAGACCAAAGGAA  R: ATTTTCCTCTCTCGTAATCTCAACTT |
| GST | 401415 | F: TTATTGGATGCTGAAAATCTAGTTACA  R: CTGGCAAAGTGGACTGAACG |
|  | 401487-502 | F: GATAGAAAAGACCAAGATGACAGAAAC  R: AATTGTTTCAGAGCATATTGGTTTT |
|  | 402432 | F: GGAAGCAGTTTCTTTTCAGGGTA  R: GGTGTTGAATGCCAAAGGG |
| BSEP | 4150355 | F: CCAACCAATCACGGCGAC  R: GGTCCTGTGGGTACGTGGG |
|  | 4150487-520 | F: TGCTCCAATTCCGACGTAATAG  R: TGCTCACGGACACCTTCATC |
| GlcNAc | 1108787 | F: CCCACCCAAACTTTCCAGC  R: GTTGGGAACTGCTCCTTCATC |
|  | 1108971 | F: AGGACTGGACCCCAACACTC  R: CCTGGAATAAAGGTTGGGACA |
|  | 1109151 | F: ATCGGTGCAATGGCAACG  R: ATACATGCTGTTGCTATGGTTACCT |
|  | 1109366-90 | F: CATGATGGGTGATGAAGGCTC  R: GTAGAGGAGCGGTAGAATGCC |
|  | 1109550 | F: CCTGGTAGCGCCTCCTCAT  R: GAATGAAGAAGTGCTGGCAGAG |
|  | 1109721 | F: GGGCATTCTACCGCTCCTC  R: AGGGTGCCTCAACAGAGCC |
|  | 1110069 | F: GGGAGCTTCTGAAACCTGGTC  R: CATACTGATGGTGGCACCTATATTC |
| G protein | 273770 | F: GCATTCATCTAAAATCTATTCTTCGT  R: AAAGTCAGAACAATGAAAATCCGT |

# Supplementary material for: Integrated application of multi-omics provides insights into cold stress responses in pufferfish Takifugu fasciatus
**Source:** BMC Genomics. 2019 Jul 8;20:563. doi: 10.1186/s12864-019-5915-7
**Supplement:** Supplementary file 13 — Table S11. The results of preliminary experiment.

In the experimental group (EG, 12℃± 1℃) and control group (CG, 26℃± 1℃), fish livers were collected to assay ROS (reactive oxy gen species), SOD (superoxide dismutase), GSH (glutathione) and GSH-PX (glutathione peroxidase) by the test kits (Jiancheng Bioengineering, Nanjing, China) at 0 h, 6 h, 24 h and 7 d. The results showed that the oxidative stress was most severe after 24 h exposure to low temperature (Additional file 13: Table S11). Also, when temperature was maintained at 12 ℃ for 24 h, the swimming frequency of *T. fasciatus* decreased significantly. Therefore, the time point of 24 h was used as a breakthrough point in this study.

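Table S11 covers assays made before the sequencing, on livers of fish from the same temperatures at several times after the change. Reactive oxygen species are by-products of respiration that damage lipids, proteins and DNA, SOD converts superoxide to hydrogen peroxide, and GSH-PX uses GSH to reduce peroxides. The assays measure chemical amounts and enzyme activities, whereas the sequencing of the livers at 24 h measures transcripts of the genes for such enzymes, so the units of the 2 cannot be compared directly.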

Table S11 The fold change of ROS, SOD, GSH-PX and GSH at different time points

|  | ROS | SOD | GSH-PX | GSH |
| --- | --- | --- | --- | --- |
| 0h | 1.74 ^b^ | 1.56 ^b^ | 1.41 ^b^ | 1.81^b^ |
| 6h | 1.78 ^b^ | 0.74 ^d^ | 1.07 ^d^ | 2.04^a^ |
| 24h | 2.01 ^a^ | 1.73 ^a^ | 1.63 ^a^ | 2.31^a^ |
| 7d | 1.52 ^c^ | 1.49 ^c^ | 1.61^a^ | 1.43^c^ |

The ratio of enzyme activity of each population in the treatment (EG, 12℃) and the control (CG, 26℃) at the corresponding time points was used to reflect the treatment effects on antioxidative enzymes in the *T. fasciatus* liver under low temperature stress. Data shown are means of at least three independent experiments. Significant differences (P < 0.05) among the four time points were indicated by different letters

# Supplementary material for: Integrated application of multi-omics provides insights into cold stress responses in pufferfish Takifugu fasciatus
**Source:** BMC Genomics. 2019 Jul 8;20:563. doi: 10.1186/s12864-019-5915-7
**Supplement:** Supplementary file 14 — Table S12. Primers for verifying the transcriptome.

Table S9 Sequence of primer for verifying the transcriptome

| Name | Primer sequences (5′-3′) | Application |
| --- | --- | --- |
| BESP | F: ACGCCAAAGCCAAGATCTCA  R: GTGTGATCGCACATTACCGC | qRT-PCR. |
| RBP | F: GAAAGCCCTCGACATCGACT  R: GCGTCATGACCTTTCGGTTG | qRT-PCR. |
| GST | F: ACTACATGATGTGGCCGTGG  R: TACGAGGTAGCTTTGACCGC | qRT-PCR. |
| UPase | F: CTTCCCCACCGTGATTGGAA  R: CACTCCAGCCTCGTATGCTT | qRT-PCR. |
| slc2a1 | F: ACAGGTCTTCGGTCTGGAGT  R: TTTGAGCACGATCAGCAGGT | qRT-PCR. |
| Ubapl | F: ATGGTGAGGAGCTTCAGTGC  R: TCGGACGTGTTTCCATCGTT | qRT-PCR. |
| ACAD | F: GTCGACGGTGGAGGATGTTT  R: AGCAAACGGCACTCCATACA | qRT-PCR. |
| ATP5J | F: GCTCGACCCTGTCCAGAAAT  R: ACTTGGTGAAGTCTCCCCCT | qRT-PCR. |
| ACP | F: TGAAGTCAGTCTGGAGCGTG  R: CGGAGCCATTGTCGTTTGTG | qRT-PCR. |
| G proteins | F: TATGCAATGCACTGGGGGAG  R: TAATTCCCAGAGGGGGCGTA | qRT-PCR. |
| GlcNAc | F: AAGCTGGTTAACCCAGACGG  R: TAGGCCTCCATGGCTTTTCG | qRT-PCR. |

How the deposited data were processed for this re-analysis (not part of the article)

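Liver transcripts of T. fasciatus were measured in 6 libraries, 3 from fish kept at 26 °C (CG: G1, G2 and G3) and 3 from fish held at 12 °C for 24 h (EG: Ga, Gb and Gc). Each library was made from the pooled livers of 6 fish, so the spread between libraries is that between pools. The paper places the fish in 6 aquaria, 3 of them for EG. If each pool came from its own aquarium, differences between aquaria are part of the spread within a group. No day of library work is stated, and one that followed the groups could not be told apart from temperature. No replicate of one group is matched to a replicate of the other.

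The authors aligned the reads to an unpublished genome of the species with HISAT2 2.0.4, and the deposited raw counts per gene and FPKM values come from RSEM 1.2.3. The build of the genome and its annotation are not stated in the deposited labels. The deposited counts are whole numbers without normalization. The authors' FPKM values are counts divided by gene length and by the sum of counts of the library: 97.6% of them lie within 0.1% of that ratio, and the group columns are means of the 3 libraries' FPKM. The length in bases is close to a coding length, since 96.6% of lengths are multiples of 3. The authors' deposited table also gives a mean signal per group, which is the mean of counts divided by DESeq size factors, and the deposited p-values and adjusted p-values from DESeq, whose version is not stated. The start and end of each gene on its scaffold are as the authors deposited them. One gene of the table is not analysed here, and for 2239 genes the names of GO terms were not given.

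The counts per library summed to 31150888 at the lowest and 45548824 at the highest, with a median of 37017936 in CG and 39030051 in EG. The paper's Table S1 gives 49318414 to 71189264 raw reads per library, and all values here rest on the counts. The common biological coefficient of variation between libraries of a group was 29.6%.

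The main comparison used R 4.3.3 and edgeR 4.0.16. Genes were kept by filterByExpr with the groups as design (14357 genes), counts were scaled by TMM (factors 1.0976 to 1.1465 in CG and 0.8236 to 0.9727 in EG), and EG was compared with CG by the quasi-likelihood F test with Benjamini-Hochberg adjustment over all tested genes. A DEG has an adjusted p under 0.05 and an absolute log2 fold change over 1. Levels are CPM, counts scaled to libraries of 1 size with the TMM factors, with the SD over 3 libraries. Library similarity was taken from principal components and Spearman correlations of log2 CPM with a prior count of 2. A gene's groups were called apart when all EG libraries lay on one side of all CG libraries, which chance gives for 10% of genes. The exact permutation test between 3 and 3 libraries has 0.1 as its smallest two-sided p, so single genes were tested only by models fitted across all genes.

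The 31 gene lists hold 1613 symbols, and a gene joined a list when the gene name of its Swiss-Prot match equalled a symbol, or, for a match to a fish protein, equalled it after removal of a final a or b. They were written from textbook knowledge with the paper's pathway names and the first part of its Table S3 known, and 1689 genes of the table joined at least 1 list. They are proteasome, ribosome biogenesis, spliceosome, RNA transport, cytosolic ribosomal proteins, chaperones and heat shock proteins, unfolded protein response, fatty acid biosynthesis, PPAR signalling and fatty acid oxidation, cholesterol synthesis, bile acid synthesis and transport, glutathione and antioxidant defence, DNA damage response and repair, cell cycle and DNA replication, gluconeogenesis and glycolysis, glyoxylate and dicarboxylate metabolism, oxidative phosphorylation subunits, circadian clock, cold-responsive RNA binding and membrane genes, complement and acute phase proteins, interferon and innate sensing, apoptosis and autophagy, IGF axis and vitellogenin, one-carbon, urea and amino acid catabolism, and markers of hepatocytes, exocrine pancreas, erythrocytes, leukocytes, endothelial and stellate cells, biliary and gut epithelium, and RNA quality. Member calls used an adjusted p under 0.05, over all genes and over the list alone. Camera of limma 3.58.1 compared each list with all other genes at a preset correlation of 0.01, adjusted over the 31 lists. Each list was also compared with 10000 random lists matched in expression and coding length, and with as many matched in expression alone.

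GO terms with at least 5 tested genes were tested with a one-sided hypergeometric test against the tested genes with a GO term. The protein fold changes and classes are the paper's, from Table S6, joined by gene identifier, and the correlation with mRNA used 100000 permutations. The qPCR values of Table S7 and the SNP positions of Table S9 are also the paper's. The KEGG pathways were not tested, because the lists of pathway genes in Table S5 are complete for only 3 of them.

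Genes are named by a rule fixed in advance: the 14 co-expressed genes of Table 2, whose values in Tables S6 and S7 had been seen; the 10 largest increases and the 10 largest decreases among DEGs with a Swiss-Prot gene name, a mean of at least 10 CPM and groups apart; up to 2 rising and 2 falling members of each list with the smallest adjusted p; and 20 genes of cold, heat shock, lipid, growth and clock biology chosen by name, of which RBM3, HSPA8, HSP90AA1, FADS2 and PCK1 have no match in the table. Some genes that the rule selects are not reported here. The most abundant transcripts and markers, and GO terms other than those the paper names, were chosen after their values were seen.

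Other settings, set in advance, were relative log expression, upper quartile factors and library totals in place of TMM, DESeq2 1.42.0 and limma voom in place of edgeR, no filter and a minimum of 10 counts in every library, no fold threshold, limma on log2 FPKM with 1 or 0.1 added, the authors' p-values over the kept genes, each library left out in turn, camera with an estimated correlation or fry for the lists, and other DEG sets, another background and a logistic regression for GO terms. The comparison was also refitted for the 10 splits of the libraries into 3 and 3. Tested on simulated data with 200 changed genes, the comparison, at an adjusted p under 0.05 without a fold threshold, called 2% of those changed 1.5-fold, 26% of those changed 2-fold, 78% of those changed 3-fold and 94% of those changed 4-fold, together with 10 unchanged genes. Tables were read and figures drawn with Python 3.11, pandas, numpy and matplotlib.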

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

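In the third paragraph, the tests of expression and coding length and of the TMM factors were chosen after the result was seen. So was the spread used for the marker lists in the second. The spread first used, a bootstrap over genes, put the pancreas and biliary medians inside the bound set in advance. With the median standard error of the markers as the spread, both medians reach past that bound, so these lists are left open. That standard error describes single markers and not the median of a list. The paper does not discuss the circadian clock or the cold-inducible RNA-binding protein, and both gave a signal. Of 34 tested circadian clock genes, 16 rose, 6 fell and 12 did not pass the test (18 and 7 adjusted over the list alone), with a median log2 fold change of 0.48, near the upper end of the middle 95% of random lists, which was 0.47 for lists matched in expression and coding length and 0.49 for lists matched in expression alone (adjusted p = 0.0116 from camera, adjusted p = 0.564 with an estimated correlation). PER1, a repressor of the clock, rose by 1.91 on the log2 scale, the 2 genes matched to PER2, which may share reads, by 1.48 and 3.95, and Ciart, another repressor, by 3.22, whereas RORB and TEF, transcription factors that act on clock genes, fell by 1.45 and 1.24. With library totals 12 rose and 8 fell. The paper states that fish of both groups were killed after the EG had spent 24 h at 12 °C, without the time of day. Whether both groups were sampled at the same hour cannot be told, which limits what the clock genes show. cirbp-a rose by 2.21 (standard error 0.152, adjusted p = 6.85e-05 from edgeR's quasi-likelihood test). LAYN and V-FPS had the largest increases among the named genes, 8.83 and 6.81 on the log2 scale, and the paper does not discuss them.

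Transcripts that mark erythrocytes, leukocytes, and endothelial and stellate cells were lower in EG, with median log2 fold changes of -0.94, -0.64 and -0.45, and those of exocrine pancreas and of biliary or gut epithelium had medians of -0.34 and -0.15; in Ga, though, the leukocyte and erythrocyte medians against the mean of CG were -0.002 and -0.408, within the ranges of the CG libraries (-0.277 to 0.219 and -0.543 to 0.541), and the exocrine pancreas median was low in Gb (-4.44) and not in Ga or Gc (0.27 and 0.52). A smaller share of these cells in the EG pools may account for this, and the tests leave it open: the median standard errors of the markers were 0.354, 0.45, 0.296, 1.00 and 0.434 in the same order, and camera's calls of the first 3 lists were lost without Gb (adjusted p = 0.0898, 0.112 and 0.0852). By the rule set in advance, erythrocyte and leukocyte markers met the bound for a different share (adjusted p = 0.048 and 0.0162 from camera). The other lists did not meet it. With the spread chosen later, the erythrocyte median still lay past the bound by more than its spread of 0.354. That list is left open because its camera call was lost without Gb. The other lists were undecided under that spread. Among the most abundant markers, the globins hbb and hba had 3205 and 2883 CPM in CG and 1666 and 1032 in EG, and CELA2A, a pancreatic elastase, had 3809 and 3019, Prf1, of cytotoxic lymphocytes, 333 and 418, col1a2, a collagen, 494 and 382, and krt18, a keratin, 317 and 324. TFRC, which hepatocytes also express, rose by 1.74 and 1.33 in its 2 matches, 1 erythrocyte marker is among the paper's co-expressed genes, and 1 biliary marker belongs to another list. A change of expression within these cells at 12 °C also stays open and was not tested.

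Genes of ribosome biogenesis, the proteasome, the spliceosome and RNA transport rose together. A trend of the fold change with expression and coding length is argued against: each list's median lay above the middle 95% of 10000 matched random lists, by at least 0.38 on the log2 scale, which does not hold for cytosolic ribosomal proteins or oxidative phosphorylation (below). The TMM factors as the whole cause are argued against as well, since the smallest of the 4 medians was 0.42 with library totals. A response to temperature may underlie the rise. No batch of library work is stated, and one that followed the groups could not be told apart from temperature. Camera's calls were also lost with an estimated correlation (adjusted p from 0.564).

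With library totals, fewer DEGs were higher than lower in EG (1225 and 3380). The 10 most abundant genes, which held 32.3% to 36.2% of the counts of each library, are argued against as the cause: without the 10 most abundant genes the median log2 fold change of all genes was -0.38, against -0.37 with them. Thinning every library to 31150888 counts gave a median of -0.36, with 1183 DEGs higher and 3198 lower. This cannot weigh a difference in total counts, because scaling by library totals already removes it. The median had to stay near -0.37 either way. Under library totals the median rose with abundance, from -0.87 for genes under 1 CPM to 0.10 for the 386 genes of the highest abundance group. The cause of this trend was not tested and stays open. A change in RNA per cell that was equal for all genes would cancel under library totals, so it cannot account for the split. Whether the liver held another amount of RNA per cell at 12 °C cannot be shown by these counts.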

How the results depend on the processing

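All alternatives here were planned. Most of the 11 counts and correlations moved little: 90 of 112 values lay within the spread or within 1.5 times the main value. The correlation with protein cannot move with the scaling, which shifts all genes nearly alike. No gene called by the main comparison was called in the opposite direction in any alternative. In what follows the cause was not tested.

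The number of DEGs higher in EG (1961) was 1225 with library totals, 858 and 1174 from limma on log2 FPKM with 1 and 0.1 added, and 3398 without a fold threshold. The number lower (2208) was 3380 with library totals and 3505 with 0.1 added to FPKM. Leaving out 1 library gave 1799 to 2094 higher and 1786 to 2190 lower, where fewer samples enter. Of the 4169 DEGs, 3433 were also called with library totals, 4142 by DESeq2 and 2487 from limma on log2(FPKM + 1).

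Camera called 12 gene lists, and 0 with an estimated correlation, where the adjusted p was 0.564 for ribosome biogenesis, proteasome, RNA transport, cell cycle, oxidative phosphorylation and circadian clock, 0.597 for spliceosome and chaperones, and 0.699 for cytosolic ribosomal proteins and for erythrocyte, leukocyte and endothelial markers. With library totals the call was lost for erythrocyte markers (0.0697) and gained for interferon and innate sensing (0.0329), and the direction turned for complement and acute phase proteins (0.798) and the IGF axis (0.977). With at least 10 counts in every library the erythrocyte call was lost (0.0566) and the direction turned for complement (0.995) and RNA quality genes (0.867). Fry tests a list against no change and not against the other genes. It kept the calls of ribosome biogenesis (0.00205), proteasome (0.00339), spliceosome (0.00369), RNA transport (0.0025) and cytosolic ribosomal proteins (0.0237). Those of chaperones (0.00609), cell cycle (0.00757), oxidative phosphorylation (0.00205) and circadian clock (0.00288) also held. Fry added calls of glutathione (0.0425), glycolysis (0.00253), cold-responsive genes (0.025), apoptosis (0.0311) and hepatocyte markers (0.038). It did not call erythrocyte (0.125), leukocyte (0.101) or endothelial markers (0.0606), and it turned the direction of glyoxylate metabolism (0.296).

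Leaving out each library in turn, the adjusted p of camera ran from 0.00892 to 0.115 for erythrocyte markers, from 0.000492 to 0.112 for leukocyte markers, from 0.00209 to 0.0852 for endothelial markers and from 0.0264 to 0.452 for interferon and innate sensing, each past 0.05 in some fits only. Leaving out Gb changed the call in all 4, as did G3 or Gc for erythrocyte, Gc for leukocyte and G2 for endothelial markers. The direction turned, without a call, for complement without Ga (range 0.498 to 0.951), the IGF axis without G1, G2, Ga or Gb (0.736 to 0.933), one-carbon metabolism (0.431 to 0.933) and exocrine pancreas markers (0.13 to 0.705) without Gb, and RNA quality genes without G3 (0.297 to 0.878).

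GO terms at an unadjusted p under 0.05 numbered 163 without a fold threshold and 194 against all genes with a GO term, in place of 107. After adjustment, 0 terms passed for all DEGs, but 3 did without a fold threshold, 45 against all genes with a GO term and 5 in the logistic regression. For higher DEGs, 44 became 92 and 70 under the first 2 of these. For lower DEGs, 0 became 2, 2 and 3 under the 3, and 0 to 3 when a library was left out. Without a fold threshold, 48 DEPs had a transcript of the same direction (25 in the main comparison) and 21 of the opposite direction (10).

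Among 159 named genes, 2447 of 2537 alternative values kept direction and call, 69 lost the call and 7 gained one. Those that turned direction had not passed the test. For elovl6 the log2 fold change was -0.076 with library totals, -0.058 and -0.063 from FPKM with 1 and 0.1 added. That of ppara was -0.017, -0.046 and -0.046 in the same order. That of HSPA5 was -0.039, -0.375 and -0.385 in that order, -0.066 with voom, and ran from -0.784 to 0.632 when a library was left out. Near 0 with all libraries, the log2 fold change of CPT1A fugu_GLEAN_10005453 ran from -0.244 to 0.264, above 0 without G1 or Gc.

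With 3 libraries per group and 200 simulated changed genes, 2-fold changes passed an adjusted p of 0.05, without a fold threshold, in 26% of genes. In the real comparison 6511 genes passed, so the adjustment is less strict there and this share does not describe it. No paired analysis was possible because CG replicates carry numbers and EG replicates letters, and no label matches one to another.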

Differences from the paper's values

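The paper gives 273 GO terms that changed. Here 107 of 2805 tested terms had an unadjusted p under 0.05, with DEGs over 2-fold and tested genes as the background. Of the settings chosen before the data were examined, a background of all genes with a GO term came within 1.5 times the paper's number (194 terms). DEGs without a fold threshold (163), the logistic regression (157), DESeq2 (109) and leaving out any 1 library (93 to 141) did not. Of the paper's 273 terms, 259 were tested and 68 had an unadjusted p under 0.05 with DEGs over 2-fold. Without a fold threshold 110 of the paper's terms did, and against all genes with a GO term 130 did. No setting combined that wider background with DEGs at any fold change, although the authors' deposited calls include genes under 2-fold. How many terms the combination would give is not known.

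The paper counts 18 proteins that rose together with a higher DEG, and 9 were found here at its stated thresholds. Without a fold threshold the count was 26 and without Gb 12, both within 1.5 times the paper's, and it was not within that range with DESeq2, with library totals or without any other library. The paper counts 19 DEPs whose DEG moved in the opposite direction, and 10 were found here. Without a fold threshold the count was 21, within 1.5 times the paper's, and it lay outside that range in all others set in advance.

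For 8 of the 14 genes of Table 2 the paper's log2 fold change of the transcript lies farther from 0 than the one found here. The paper's value was 1.75 for RBP (0.75 here), 1.82 for slc2a1 (0.82), 1.99 for UPase2 (0.98), 1.73 for Ubap1l (0.73), 1.97 for ATP5J (0.96), 1.81 for HSL (0.80), -1.9 for ACP (-0.91 here) and -1.91 for GlcNAc kinase (-0.91 here). In each of the 16 other settings set in advance the value of each of these genes also differed from the paper's. The log2 ratios of the authors' deposited group means, EG over CG, lie near the values found here. For 21 of the 55 co-expressed genes, the mRNA value in Table S6 lies 1 farther from 0 than this log2 ratio, to within 0.001. These are the 21 genes with a log2 ratio under 1 in size. The values of the other 34 co-expressed genes match, as do those of 3279 of 3279 genes in the other sheets. The transcriptome values of Table S7 carry the same shift, and for the genes with a shift the paper's qPCR values in that table lie nearer to the shifted values than to those found here.

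The deposited table marks 2544 genes as up and 2621 as down among the genes read, where the paper's text gives 2544 and 2622. All of these calls have an adjusted p of at most 0.0499. Their smallest absolute log2 fold change, from the deposited group means, is 0.59, whereas the methods also ask for a fold change over 2. With that threshold, 1828 and 2116 of the calls remain. Of the deposited calls, 2510 up and 2586 down were tested here, and 2497 and 2491 of these passed an adjusted p under 0.05 in the same direction, with 0 in the opposite direction by edgeR's quasi-likelihood test; 1775 up and 2011 down are also DEGs over 2-fold.

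The paper names the terms intracellular and intracellular part as represented among the DEGs, and macromolecule catabolic process as well. Here their unadjusted p for all DEGs was 0.972, 0.951 and 0.58. Without a fold threshold it was 0.00904, 0.0118 and 0.0393, and among the genes that rose, again without a fold threshold, the adjusted p was 2.59e-05, 0.000303 and 0.000303, past the adjustment for all 3 terms. Among DEGs higher in EG alone, macromolecule catabolic process had an unadjusted p of 0.0152 and passed the adjustment without G2, G3 or Gb (adjusted p = 0.0164, 0.0482 and 0.0374), and intracellular and intracellular part had 0.00438 and 0.00747 against all genes with a GO term, 0.0362 and 0.0328 without G3 and 0.032 and 0.048 without Ga. Table S9 places the SNP of the G protein gene on scaffold 29, whereas the deposited table places GNB4 on scaffold 294, where position 273770 lies within its span. The other 22 SNPs lie on the scaffold and within the span of their gene.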

Other observations

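Several groups of genes that the paper does not describe moved at 12 °C. Of 58 chaperones and heat shock proteins, 30 rose, 4 fell and 24 did not pass the test (31 and 5 adjusted over the list alone, adjusted p = 0.000124 from camera, adjusted p = 0.597 with an estimated correlation). Hspa4, a nucleotide exchange factor of HSP70, rose by 2.73 on the log2 scale and HSPA9, the HSP70 of mitochondria, by 1.89, whereas SERPINH1, the chaperone of collagen, fell by 3.32 and FKBP4, a partner of HSP90, by 0.95. hsp90ab1, an abundant HSP90, rose by 0.56 (adjusted p = 0.0172 from edgeR's quasi-likelihood test, 0.0582 without G1 and with the authors' p-values), but by 0.23 with library totals (adjusted p = 0.298) and 0.37 with upper quartile factors (adjusted p = 0.0824), and HSPA5, the HSP70 of the endoplasmic reticulum, had a log2 fold change of 0.24 (adjusted p = 0.761). With library totals 18 genes of this list rose and 9 fell. In the unfolded protein response, 15 of 48 rose, 5 fell and 28 did not pass the test (15 and 5 adjusted over the list alone, adjusted p = 0.22 from camera). Xbp1 and Atf3, transcription factors of that response, rose by 1.61 and 3.32, and EIF2AK3, the kinase PERK, and EDEM2, of protein disposal, fell by 0.61 and 1.17; EIF2AK3 did not pass without G1, Ga or Gb (adjusted p = 0.0895, 0.0509 and 0.0623). Those counts were 4 and 8 with library totals. Without G2 or G3 8 or 7 rose, and without G1 or Ga 1 fell and without G2, G3 or Gc 3 fell.

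Of 67 cytosolic ribosomal proteins, 41 rose, 1 fell and 25 did not pass the test (52 and 1 adjusted over the list alone), with a median log2 fold change of 0.47 (adjusted p = 4.26e-08 from camera, adjusted p = 0.699 with an estimated correlation). That median lay within the middle 95% of random lists matched in expression and coding length (0.29 to 0.51). RPL5 and rpsa rose by 0.96 and 0.65 (rpsa by 0.32 with library totals, adjusted p = 0.109), and rps12 fell by 1.20. This rise is small and depends on the scaling: with library totals 1 rose and 1 fell, and 9 rose without G1, 21 without G2, 14 without G3, 19 without Ga and 21 without Gc. Of 65 subunits of oxidative phosphorylation, 33 rose, 3 fell and 29 did not pass the test (35 and 4 adjusted over the list alone, median 0.48, adjusted p = 1.34e-05 from camera, adjusted p = 0.564 with an estimated correlation). Here too the median lay within the middle 95% of such matched lists (0.09 to 0.51), though above that of lists matched in expression alone (-0.06 to 0.45). sdhdb and sdha, of succinate dehydrogenase, rose by 1.22 and 1.12, and Ndufb4 and Uqcrh, of complexes I and III, fell by 0.81 and 0.67; Uqcrh did not pass without G1, G2, G3 or Gb (adjusted p = 0.0514, 0.107, 0.0698 and 0.0516). With library totals 12 rose and 6 fell, and 20 rose without G1 and 21 without G2, and 1 fell without G1 or G3. Of 49 genes of the cell cycle and DNA replication, 21 rose, 3 fell and 25 did not pass the test (22 and 3 adjusted over the list alone, median 0.66, adjusted p = 0.00228 from camera, adjusted p = 0.564 with an estimated correlation). Prim2, a subunit of primase, and mcm10, of replication initiation, rose by 2.92 and 3.72, and mcm7, a subunit of the replicative helicase, and MYBL2, a cell cycle transcription factor, fell by 2.11 and 1.17.

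Secreted proteins and hormones moved both ways. Of 63 complement and acute phase genes, 15 rose, 10 fell and 38 did not pass the test (15 and 10 adjusted over the list alone, adjusted p = 0.875 from camera). Apcs, a pentraxin, and C7, of the terminal complement pathway, rose by 3.20 and 2.27, and Masp2, of the lectin pathway, and F7, a clotting factor, fell by 1.45 and 1.17. With library totals 8 rose and 23 fell, 9 rose without G1 and 7 without Ga, and 6 fell without G1 and 5 without G2. In the IGF axis, 4 of 32 rose, 8 fell and 20 did not pass the test (4 and 7 adjusted over the list alone, adjusted p = 0.975 from camera in the lower direction, against a median of 0.06), and 5 fell without G1. igf1 rose by 1.28, and its binding proteins igfbp2b and Igfals fell by 1.62 and 1.33. IGFBP1, which binds IGFs in fasting, had a log2 fold change of 1.08 (adjusted p = 0.224), or 2.51 without G1 (adjusted p = 0.0024). In one-carbon, urea and amino acid catabolism, 11 of 60 rose, 14 fell and 35 did not pass the test (11 and 14 adjusted over the list alone, adjusted p = 0.813 from camera), and 6 rose with library totals. Prodh, of proline breakdown, and Mat2a, which makes S-adenosylmethionine, rose by 2.22 and 2.08, and Chdh and Dmgdh, of choline breakdown, fell by 1.91 and 2.37. Of 56 genes of apoptosis and autophagy, 17 rose, 10 fell and 29 did not pass the test (17 and 11 adjusted over the list alone, adjusted p = 0.481 from camera, median 0.30 and mean -0.01), and 10 rose and 14 fell with library totals. Sqstm1, a cargo receptor of autophagy, rose by 1.19, and Gabarapl2, of the autophagosome membrane, fell by 4.34.

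Of 16 cold-responsive RNA binding and membrane genes, 7 rose, 4 fell and 5 did not pass the test (7 and 4 adjusted over the list alone, adjusted p = 0.543 from camera), and 4 rose and 4 fell with library totals. HMGB1, a chromatin protein, rose by 3.14, and Ppargc1b, a coactivator of mitochondrial genes, fell by 1.81. Of 23 hepatocyte markers, 12 rose, 2 fell and 9 did not pass the test (12 and 3 adjusted over the list alone, adjusted p = 0.0866 from camera), with 6 rising and 4 falling under library totals. hnf4a, a transcription factor of hepatocytes, rose by 1.21 and SERPINA1, a secreted protease inhibitor, fell by 0.96. Of 26 genes that respond to handling of tissue and RNA, 6 rose, 6 fell and 14 did not pass the test (6 and 6 adjusted over the list alone, adjusted p = 0.761 from camera, median -0.05 and mean 0.57), and 3 fell without G1. Of the genes matched to MYC, Myc rose by 2.61 and myc fell by 1.84, and Jund fell by 1.56. GADD45B, which also belongs to the DNA damage list, had the smallest adjusted p of the rising genes of this list (9e-05) and rose by 4.78.

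Of 15 erythrocyte markers, 2 rose, 8 fell and 5 did not pass the test (2 and 11 adjusted over the list alone, adjusted p = 0.048 from camera, adjusted p = 0.699 with an estimated correlation), and 12 fell with library totals, 4 without G3 and 5 without Gb. The median of -0.94 lay below the middle 95% of lists matched in expression and coding length (-0.39 to 0.70). alas2, of haem synthesis, and cahz, a carbonic anhydrase, fell by 1.87 and 1.82. Of 30 leukocyte markers, 8 fell, 22 did not pass the test and 0 rose (3 fell and 0 rose adjusted over the list alone, adjusted p = 0.0162 from camera, adjusted p = 0.699 with an estimated correlation); 0 also rose at an unadjusted p under 0.05 in edgeR, by DESeq2 and by voom, and 4 fell without G1, 3 without G3 or Gb and 5 without Gc. The median of -0.64 lay within the middle 95% of matched lists (-0.67 to 0.27). ikzf1, a lymphocyte transcription factor, and Btk, a kinase of B cells, fell by 3.55 and 1.51. Of 44 endothelial and stellate cell markers, 12 fell, 32 did not pass the test and 0 rose (11 fell and 0 rose adjusted over the list alone, adjusted p = 0.0162 from camera, adjusted p = 0.699 with an estimated correlation); 3 rose at an unadjusted p under 0.05 in edgeR, 2 by DESeq2, 0 by voom, 1 without G1 and 2 without Gc, and 20 fell with library totals. Matched lists ran from -0.37 to 0.33 in their middle 95%, above the median of -0.45. STAB2, a scavenger receptor of sinusoids, and Cnn1, a calponin, fell by 2.13 and 1.98. Of 15 exocrine pancreas markers, ptf1a, a transcription factor, fell by 3.20, 14 did not pass the test and 0 rose (0 and 0 adjusted over the list alone, adjusted p = 0.288 from camera); 0 rose and 1 fell at an unadjusted p under 0.05 in edgeR, by DESeq2 and by voom, and the call of ptf1a was lost without G1, G2 or Ga (adjusted p = 0.0659, 0.0638 and 0.0514), while 1 other marker rose without G1 and 1 without Gc. The median of -0.34 lay below the middle 95% of matched lists (-0.17 to 0.66). Of 29 biliary and gut epithelium markers, 3 rose, 3 fell and 23 did not pass the test (3 and 3 adjusted over the list alone, adjusted p = 0.543 from camera); 7 fell with library totals and 6 without Ga or Gc, and 1 rose without G3 and 1 with at least 10 counts in every library. Aqp1, a water channel, rose by 4.10 (3.68 without G3, adjusted p = 0.0644), and sox9, a transcription factor of bile duct cells, fell by 0.75.

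Log2 fold changes rose with abundance: the median was -0.54 for genes under 1 CPM and 0.44 for the most abundant genes, and with library totals -0.87 and 0.10. Of the 10 splits of the 6 libraries into 3 and 3, only the real one gave any DEGs (4169) or GO terms (107), and the others gave 0. Those others put CG and EG libraries into both groups, so a difference between CG and EG widens their spread within groups. With 0 DEGs, 0 GO terms had to follow. These counts therefore say little about chance. Camera called 12 gene lists in the real split and 8 to 15 in the others. With the real one included, 5 splits gave at least 12 lists, so the number of camera calls does not set the real split apart. The 10 splits are too few for a share under 0.05.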
